# Immunohistochemical Profiling of Histone Modification Biomarkers Identifies Subtype-Specific Epigenetic Signatures and Potential Drug Targets in Breast Cancer

**DOI:** 10.3390/ijms26020770

**Published:** 2025-01-17

**Authors:** Zirong Huo, Sitong Zhang, Guodong Su, Yu Cai, Rui Chen, Mengju Jiang, Dongyan Yang, Shengchao Zhang, Yuyan Xiong, Xi Zhang

**Keywords:** histone modification, immunohistochemical profiling, triple-negative breast cancer, G9a inhibitor

## Abstract

Breast cancer (BC) subtypes exhibit distinct epigenetic landscapes, with triple-negative breast cancer (TNBC) lacking effective targeted therapies. This study investigates histone biomarkers and therapeutic vulnerabilities across BC subtypes. The immunohistochemical profiling of >20 histone biomarkers, including histone modifications, modifiers, and oncohistone mutations, was conducted on a discovery cohort and a validation cohort of BC tissues, healthy controls, and cell line models. Transcriptomic and cell growth analyses were conducted to evaluate the effects of the small-molecule G9a inhibitor in diverse BC models. Key histone biomarkers, including H3K9me2, H3K36me2, and H3K79me, were differentially expressed across BC subtypes. H3K9me2 emerged as an independent predictor for distinguishing TNBC from other less-aggressive BC subtypes, with elevated expression correlating with higher tumor grade and stage. G9a inhibition impaired cell proliferation and modulated epithelial–mesenchymal transition pathways, with the strongest impact in basal-like TNBC. The disruption of the oncogene and tumor suppressor regulation (e.g., TP53, SATB1) was observed in TNBC. This study highlights G9a’s context-dependent roles in BC, supporting its potential as a therapeutic target. The findings provide a foundation for subtype-specific epigenetic therapies to improve outcomes in aggressive BC subtypes.

## 1. Introduction

Histones, as the core components of chromatin, undergo chemical modifications that regulate gene expression and are intimately linked to cancer development [1]. Histone modifications such as methylation and acetylation act as pivotal regulators of gene activity, influencing transcriptional regulation and tumor progression depending on their type and genomic context [2,3]. For instance, H3K4me2 is a mark of active transcription, typically found at promoters of genes primed for expression. Conversely, H3K9me2 is associated with transcriptional repression and heterochromatin formation, silencing genes that may drive tumorigenesis. However, the loss of H3K9me2 can paradoxically activate oncogenes, contributing to cancer progression.

BC is a highly heterogeneous disease, classified into distinct molecular subtypes based on the expression of classic biomarkers such as estrogen receptors (ERs), progesterone receptors (PRs), and Human Epidermal Growth Factor Receptor 2 (HER2) [4]. Among these, TNBC poses the greatest clinical challenge due to its aggressive nature and the absence of well-defined therapeutic targets. Bridging the treatment gaps in TNBC necessitates innovative approaches, particularly those focusing on its unique molecular and epigenetic characteristics [5]. Aberrations in histone modifications in cancer can vary significantly, even within the same cancer type. Research has demonstrated that different molecular subtypes of BC (e.g., luminal A and TNBC) exhibit distinct patterns of histone modifications, reflecting subtype-specific epigenetic landscapes [6]. Although evidence from cell line studies has highlighted that TNBC is the molecular subtype that is most closely associated with distinct histone modification patterns [7,8], research focusing on human tissue remains limited. This gap underscores the need for studies using patient-derived samples to validate findings from in vitro models and to explore the clinical relevance of these epigenetic alterations in tumor progression.

The unique histone modification patterns of TNBC, once fully characterized, may distinguish it from subtypes like luminal A- and HER2-enriched breast cancers, highlighting new possibilities for subtype-specific therapies [9]. Current epigenetic treatments, including DNA methyltransferase (DNMT) and histone deacetylase (HDAC) inhibitors, show clinical promise [10]. Histone methyltransferase (HMT) inhibitors correspond to the third generation of epigenetic drugs capable of writing or deleting epigenetic information [11,12]. The EZH2 inhibitor, targeting H3K27me3, is the first and only HMT inhibitor that was approved by the FDA in 2020 for the treatment of certain cancers [13,14]. Emerging targets like H3K79me1/2/3 (DOT1L inhibitors) and H3K9me2 (G9a/EHMT2 inhibitors) are showing potential in preclinical studies of breast cancer [15,16,17].

In this study, the global expression of histone modifications, histone modifiers, and oncohistone mutations were characterized in BC tissues using immunohistochemical (IHC) staining. Expression patterns were validated across two independent cohorts and compared to those in healthy tissue samples and BC cell lines. Subtype-specific histone modifications were identified, with several significant ones showing strong associations with the TNBC subtype, tumor grade, and stage. Treatment with a small-molecule epigenetic inhibitor significantly impaired cell growth in both positive and negative estrogen receptor cell lines. Transcriptomic and pathway analyses further confirmed distinct responses between the two cell line types. Together, these findings highlight specific histone modifications as critical markers and drivers of advanced or accelerated breast cancer progression and establish histone modifiers as promising therapeutic targets in BC.

## 2. Results

### 2.1. Pathological Scoring Identified Key Histone Biomarkers Across BC Molecular Subtypes

To characterize the global expression of histone biomarkers in tissue samples, IHC staining was initially performed on two cohorts of BC patients (Figure 1). The analysis included 12 histone modifications, 7 histone modifiers, 2 oncohistone mutations, and histone H3 as a control signal (Figure 2A). The histone modifications and modifiers selected in this study are recognized for their roles in driving dysregulated gene expression patterns in breast cancer and will, henceforth, be termed histone biomarkers (Table S1) [9]. The first cohort referred to as the discovery cohort, comprised 196 tissue spots (Figure 2B). These were derived from 98 patients (Table 1), with duplicate spots collected per patient. The mean patient age was 50.4 years. Most patients were classified as grade 2 (80.6%) and clinical tumor stage II (67.3%). In terms of TNM staging, 48.0% were categorized as T2 and 68.4% were identified as N0. Each IHC staining spot of the histone biomarkers was scored by combining the area and density of the dyed region assessed by Image J. The samples were then categorized into two classes: high IHC score and low IHC score (Figure 2C).

The molecular subtypes of BC tissues (luminal A, luminal B, HER2-enriched, and TNBC) in the discovery cohort were determined by analyzing IHC staining patterns for ER, PR, HER2, and Ki-67 (Figure 3A). The heatmap of the high IHC% suggests that high IHC scores are not uniformly distributed among the molecular subgroups (Figure 3B). In TNBC, H3K9me2, H3K18ac, H3K79me (me1/2/3), and H4K20me3 exhibited a distinct expression pattern compared to the other three molecular subtypes (Figure 3C). Despite sharing consistent high or low IHC scores, there was a noticeable variation in expression levels across these biomarkers, highlighting subtype-specific epigenetic differences. Statistical analyses were conducted to assess the significance of the distribution of histone biomarker levels. Initially, chi-square tests were performed to assess the difference in the distribution of histone biomarkers across sample subgroups defined by clinical characteristics, as described in Table 1. As presented in Table 2 and Figure 3B, six histone biomarkers (H3K9me2, H3K4me2, H3K36me2, DNMT1, NSD1, and LSD1/KDM1A) showed significant differences across four molecular subtypes. H3K9me2, H3K36me2, and H3K79me (me1/2/3) and two acetylation markers (H3K18ac and H4K16ac) exhibited significant differences in TNBC compared to other molecular subtypes.

Logistic regression analysis was then conducted to explore the relationship between IHC scores (high IHC vs. low IHC) and histone biomarkers (Table 3), excluding the oncohistone mutations that were not detectable in any of the tissue samples (Figure S1). Univariate regression was performed to evaluate the association of each histone biomarker with the IHC score individually. Histone biomarkers with *p*-values below 0.05 in the univariate analysis were subsequently included in the multivariate regression model. The analysis highlighted H3K9me2, H3K36me2, and H3K79me (me1/2/3) as independent predictors of altered IHC scores in TNBC compared to other molecular subtypes. G9a, the only histone modifier that exhibited significant differences in TNBC, was determined to be a dependent predictor. Furthermore, H3K9me2 and H3K36me2, along with H3K4me2 and others, were also identified to be independent predictors for the luminal A and luminal B subtypes.

### 2.2. Key Histone Biomarkers Serve as Indicators of Advanced Tumorigenesis in BC

Next, we aimed to evaluate the expression levels of selected histone biomarkers in adjacent healthy breast tissue compared to breast cancer tissue. Due to material limitations, the analysis focused on histone H3, three specific histone modifications (H3K4me2, H3K9me2, and H3K9ac), and two corresponding modifiers (G9a and LSD1). Representative IHC images of luminal A breast cancer and TNBC are displayed side by side (Figure 4A). The IHC images of two additional independent TNBC predictors, H3K36me2 and H3K79me, are presented alongside LSD1. Histone biomarkers and corresponding modifiers exhibited clustered expression patterns, as demonstrated in the heatmap analyses (Figure 3B). Interestingly, histone biomarkers commonly associated with transcriptional repression (H3K9me2, G9a, and LSD1) were more highly expressed in TNBC compared to luminal A and were also elevated in breast cancer tissue compared to healthy tissue. In contrast, the expression of biomarkers associated with transcriptional activation (H3K4me2 and H3K9ac) followed a decreasing trend, with the lowest levels observed in TNBC, intermediate levels in luminal A, and the highest levels in healthy tissue.

The MCF-7 cell line treated with estrogen is a well-established luminal A breast cancer model for studying estrogen-driven regulation. A positive transcriptional response to estrogen is central to the biology of ER-positive breast cancer and serves as a hallmark of disease progression and treatment response (Figure S2). To further explore the identified key histone biomarkers, their global expression was assessed via ICC staining in estrogen-treated MCF-7 cells. Notably, the histone biomarkers H3K9me2 and G9a, out of the five markers characterized above in tissue samples, showed increased expression in estrogen-treated MCF-7 cells compared to estrogen-deprived cells (Figure 4B). Additionally, several other methylation and acetylation markers exhibited an altered expression in this cellular model (Figure S3), indicating a complex epigenetic landscape in ER-responsive regulation in breast cancer. These findings reinforce the association of H3K9me2 and G9a with advanced tumorigenesis in breast cancer and underscore their roles in promoting estrogen-dependent tumor growth and progression.

### 2.3. Validation of Altered Global Histone Modification in TNBC Tissue

As the role of G9a and H3K9me2 in ER-positive breast cancer has become better understood, the focus of this study shifted toward further exploring the significance of key histone biomarkers in TNBC. To validate these findings, a second breast cancer cohort was established, comprising 20 tissue slides from 20 TNBC cases. The clinical characteristics of the validation cohort are summarized, with no significant differences observed between the discovery and validation cohorts (Table 1). Each tissue sample was stained for 4 histone biomarkers, and the IHC results were scored and classified into IHC-high and IHC-low categories, as described previously (Table 4). The high IHC percentages of TNBC-independent predictors (H3K9me2, H3K36me2, H3K79me) and modifier G9a in the validation cohort are provided in Table 4, alongside corresponding metrics for TNBC and luminal A cases in the discovery cohort. Significant differences (*p* < 0.05) were observed in the high IHC% of all three independent predictors when comparing at least one TNBC cohort to luminal A, but no significant difference was found between validation TNBC and discovery TNBC. This finding confirmed the agreement of the significance of key histone biomarkers between two TNBC cohorts and further highlighted the distinction between TNBC and luminal A, in addition to the results described above comparing TNBC with all non-TNBC subtypes.

Among the three histone biomarkers validated in this study, H3K9me2 was selected for further analysis. One reason for this selection was that while the roles of G9a and H3K9me2 have been extensively studied in ER-positive breast cancer, their involvement in TNBC remains largely unexplored despite strong prior associations. Another reason is that global H3K9me2 signals were significantly linked to tumor grade, as well as T and N stages (Table 2, Figure 5A). Notably, a gradual increase in the H3K9me2 level (high IHC%) was observed with a higher tumor grade or stage (T4 > T3 > T2) (Figure 5B). This pattern suggests that H3K9me2 may be associated with more aggressive or advanced breast cancer status or subtypes, such as TNBC, which are characterized by higher proliferation rates and poorer clinical outcomes.

### 2.4. G9a Inhibition Disrupts Proliferation and Signaling Pathways in Breast Cancer Cell Lines

UNC0642, a novel small-molecule inhibitor targeting the catalytic activity of G9a, was evaluated in MCF-7 (luminal A), MDA-MB-231 (claudin-low TNBC), and MDA-MB-468 (basal-like TNBC) cell lines. Cell viability assays were performed to optimize the dose and treatment duration (Figure 6A). Finally, non-cytotoxic concentrations of UNC0642 (2 µM) were applied in all subsequent experiments. This inhibitor demonstrated significant efficacy in reducing H3K9me2 levels in all three cell lines, as confirmed by both pathological staining and Western blotting analysis (Figure 6B,C). Other histone modifications, such as H3K4me2, or alternative modifications at the same residue, such as H3K9ac, remained unaffected, indicating the high specificity of UNC0642. Interestingly, G9a protein levels were also reduced in basal-like TNBC cells, which exhibited a more pronounced decrease in H3K9me2 compared to claudin-low TNBC cells. UNC0642 treatment resulted in marked growth inhibition across all tested cell lines, with the most significant effects observed in basal-like TNBC cells, followed by claudin-low TNBC cells, and moderate effects in luminal A cells (Figure 6D).

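Total RNA came from 3 breast cancer cell lines, MCF-7 (luminal A, ER-positive), MDA-MB-231 (claudin-low TNBC) and MDA-MB-468 (basal-like TNBC), treated for 4 days with 2 µM UNC0642, an inhibitor of G9a and GLP. Each line gave 3 treated and 3 control libraries, 18 in all. The sample labels call the controls wild type, and the methods name DMSO. Neither source says whether the 3 libraries of a group are separate cultures, so the p-values measure only the spread between these libraries, which may be technical. TruSeq libraries were sequenced on an Illumina NovaSeq. The authors aligned the reads with STAR to GRCh38 and counted fragments per gene with featureCounts 2.0.0, at a mapping quality of 10 or more. Counting ignored the strand, so overlapping genes on opposite strands cannot be told apart. The deposited table holds whole-number counts for 29194 genes. Fragments counted per library ranged from 15971152 to 19175475 (median 16291718) in treated MCF-7 and from 14515103 to 15860154 (median 15553803) in its controls. The MDA-MB-231 libraries held 16464202 to 18634577 (median 18443932) with UNC0642 and 16901421 to 17795977 (median 17396988) without. The MDA-MB-468 libraries held 15588663 to 16692439 (median 16305444) with UNC0642 and 15530629 to 17350481 (median 16275573) without. Counts were normalized by TMM and tested within each line with the quasi-likelihood F-test of edgeR 4.0.16, after the low-count filter filterByExpr at a minimum count of 10. This left 14310 genes in MCF-7, 13868 in MDA-MB-231 and 14570 in MDA-MB-468. A gene is called changed above a 2-fold difference at a Benjamini-Hochberg adjusted p under 0.05. A member of a gene list is counted at that adjusted p without the fold threshold. Lists were tested as a whole with camera, a competitive test of the list against all other genes, at a preset inter-gene correlation of 0.01. The camera p was adjusted over 23 lists, and differences between lines were tested as interactions in a joint fit of all 18 libraries. The 30 gene lists, these tests and the rule for choosing named genes were fixed before the data were examined. The paper's Tables S2 to S4 had been read by then, and the themes of 9 lists came from those tables. Other themes came from claims of the paper, some of which rest on the same samples. The camera tests of differences between lines were added after the results within the lines had been seen. Levels are TMM-normalized CPM, and log2 fold changes are given with their standard error.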

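With UNC0642, 174 genes were up-regulated and 33 down-regulated in MDA-MB-231, a ratio of 5.27, and 406 were up-regulated and 87 down-regulated in MDA-MB-468, a ratio of 4.67 (edgeR). In MDA-MB-231, SCG2, a secreted granin encoded on chromosome 2 of hg38 from 223596940 to 223602361, rose from 6.21 ± 0.533 to 40.9 ± 2.52 CPM (SD, n = 3). Its log2 fold change was 2.72 (standard error 0.12, edgeR adjusted p = 1.01e-05). The vitamin B12-binding protein gene TCN1, the ETS transcription factor gene FLI1 and the matrix glycoprotein gene RELN rose by 2.93 (0.29), 2.76 (0.14) and 2.51 (0.16) on the log2 scale. ABCA1, the cholesterol efflux transporter gene on chromosome 9 from 104781006 to 104928155, fell from 85.2 ± 7.57 to 5.36 ± 0.790 CPM (SD, n = 3), a log2 fold change of -3.99 (0.14, edgeR adjusted p = 2.46e-06). GDF5, a bone morphogenetic protein ligand gene, and MAOB, a monoamine oxidase gene, had log2 fold changes of -1.66 (0.24) and -1.32 (0.15). In MDA-MB-468, the noncoding RNA LINC02154, the myosin heavy chain gene MYH15 and the cornified envelope genes SPRR3 and CSTA rose by 4.52 (0.29), 4.21 (0.35), 4.12 (0.33) and 3.79 (0.38) on the log2 scale. The interferon-inducible gene IFI44L rose from 3.77 ± 0.974 to 49.7 ± 12.2 CPM (SD, n = 3), a log2 fold change of 3.72 (0.24, edgeR adjusted p = 3.72e-05). AKR1C2, a hydroxysteroid dehydrogenase gene on chromosome 10 from 4987776 to 5018033, fell from 193 ± 2.36 to 51.8 ± 2.38 CPM (SD, n = 3), a log2 fold change of -1.90 (0.08, edgeR adjusted p = 4.5e-06). Reads that map equally well to AKR1C2 and its paralogs were not counted. The mucin gene MUC5B and the adaptor gene STAC2 fell by 2.48 (0.24) and 2.63 (0.27) on the log2 scale. Without the fold threshold, 376 genes were higher and 205 lower in MDA-MB-231, a ratio of 1.83, and 859 were higher and 420 lower in MDA-MB-468, a ratio of 2.05. A minimum count of 50 left 110 up-regulated genes in MDA-MB-231 and 249 up- and 50 down-regulated genes in MDA-MB-468, and MDA-MB-231 had 109 up- and 17 down-regulated genes without UNC0642 replicate 2 and 111 up-regulated genes without control replicate 2.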

In line with the expected effects of losing the repressive histone marker H3K9me2, the number of up-regulated DEGs was five-fold higher than down-regulated DEGs in two ER-negative cell lines (Figure 7A and Figure S4, Table S2). In contrast, ER-positive MCF-7 cells showed a balanced number of up- and down-regulated DEGs, aligning with prior reports that G9a mediates direct methylation on ERα that is functionally linked to breast cancer progression [17,18] (Figure 7A and Figure S4, Table S2). 

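In MCF-7, 121 genes were up-regulated and 107 down-regulated with UNC0642, a ratio of 1.13 (edgeR). MUCL1, a small breast mucin gene on chromosome 12 from 54854516 to 54858387, rose from 4.99 ± 1.27 to 45.9 ± 4.50 CPM (SD, n = 3). Its log2 fold change was 3.20 (0.15, edgeR adjusted p = 1.08e-07). IYD, an iodotyrosine deiodinase gene, and RAMP1, a co-receptor gene of the calcitonin receptor family, rose by 3.18 (0.32) and 2.10 (0.16) on the log2 scale. CAV1, the gene of the caveolar coat protein on chromosome 7 from 116525009 to 116561185, fell from 75.5 ± 2.00 to 23.1 ± 2.23 CPM (SD, n = 3), a log2 fold change of -1.71 (0.09, edgeR adjusted p = 1.18e-07). IGFBP5, which binds insulin-like growth factors, fell from 183 ± 3.78 to 74.9 ± 2.63 CPM (SD, n = 3), a log2 fold change of -1.29 (0.06). The secreted mucin gene MUC5AC, the sorting receptor gene SORCS1 and the keratin gene KRT23 had log2 fold changes of -3.07 (0.29), -2.74 (0.18) and -2.12 (0.18). Without the fold threshold, 563 genes were higher and 556 lower, so 50.3% were higher. A minimum count of 50 left 60 up- and 60 down-regulated genes, and 71 genes were down-regulated without control replicate 1. The paper relates the excess of up-regulated genes in the 2 ER-negative lines to the loss of the repressive mark H3K9me2, and it sets the balance in MCF-7 beside earlier reports that G9a methylates ERα.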

To further understand the impact of UNC0642, we performed pathway, GO, and GSEA analyses to evaluate gene group and pathway-level responses. 

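TCN1 and UCA1, a long noncoding RNA, were up-regulated in all 3 lines among 12040 genes tested in each, where independent lists would share 0.0033 genes. TCN1 rose by 2.80 (0.38), 2.93 (0.29) and 2.30 (0.22) on the log2 scale in MCF-7, MDA-MB-231 and MDA-MB-468, and UCA1 rose by 2.29 (0.40), 1.19 (0.08) and 1.88 (0.11). No gene was down-regulated in all 3 lines by edgeR, and the count was also 0 at an unadjusted p under 0.05 and by DESeq2. MDA-MB-468 and MDA-MB-231 shared 28 up-regulated genes (2.34 expected), including the pregnancy-specific glycoprotein genes PSG1 and PSG5, and 1 down-regulated gene, the angiopoietin gene ANGPT1 (0.0503 expected). In these 2 lines 9 genes changed in opposite directions (0.686 expected). The cholesterol synthesis genes HMGCS1, MSMO1 and SQLE rose in MDA-MB-231 and fell in MDA-MB-468, and the antiviral gene RSAD2 and the EGF receptor ligand gene AREG did the reverse. MDA-MB-468 and MCF-7 shared 19 up-regulated genes (1.06 expected), including TGFBI, S100A7 and the conjugate export pump gene ABCC2, and 2 down-regulated genes, IGFBP5 and MUC5B (0.225 expected). The 2 lines also had 5 genes with opposite changes (1.22 expected), such as AKR1C3 and the epithelial transcription factor gene TP63. MDA-MB-231 and MCF-7 shared 5 up-regulated genes, AKR1B10, NUPR1, RAB39A, TCN1 and UCA1 (0.362 expected), and 1 down-regulated gene, CMPK2 (0.0708 expected). INHBA and SERPINF2 changed in opposite directions (0.473 expected). Genes shared between lines are named from the overlaps after their values were seen. The response to UNC0642 differed between lines for 228 genes between MDA-MB-231 and MCF-7, 397 between MDA-MB-468 and MCF-7 and 486 between MDA-MB-468 and MDA-MB-231, of 16690 tested (edgeR interaction test). For these pairs, 12494, 12988 and 12729 genes passed the low-count filter in both lines. The counts may therefore include genes that are low in 1 line. Up-regulated genes shared by all 3 lines numbered 6 without the low-count filter and 7 in the joint fit. Pairs of lines moved as well. In the joint fit, MDA-MB-468 and MDA-MB-231 shared 54 (6.89 expected), and MDA-MB-231 and MCF-7 shared 11 (1.79 expected). Without the filter, MDA-MB-468 and MCF-7 shared 31 (2.84 expected). With the replicate number as a block, MDA-MB-231 and MCF-7 shared 3 up-regulated genes and 0 down-regulated genes.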

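Interferon-stimulated genes, which drive the antiviral response, rose in MDA-MB-468. By edgeR, 39 of 42 measured members rose (41 when adjusted over the list alone), 28 of them by more than 2-fold, with a median log2 fold change of 1.341. MX1, an antiviral GTPase gene on chromosome 21 from 41420558 to 41459214, rose from 131 ± 3.80 to 615 ± 28.2 CPM (SD, n = 3), a log2 fold change of 2.23 (0.08, edgeR adjusted p = 1.32e-06). The oligoadenylate synthetase genes OAS2 and OAS3 rose by 2.57 (0.13) and 1.66 (0.09) on the log2 scale. In the same line, 3 of 4 measured immune cell markers rose and 1 fell (3 and 1 when adjusted over the list alone). In MDA-MB-231, 6 of 42 members fell and 1 rose (18 and 2 when adjusted over the list alone), with a median of -0.299. In MCF-7, 1 of 32 members fell and 1 rose (5 and 1 when adjusted over the list alone), with a median of -0.122. Camera gave an adjusted p of 2.95e-108 in MDA-MB-468, 1.06e-07 in MDA-MB-231 and 0.051 in MCF-7. For interferon-stimulated genes in MCF-7 it was 0.0251 without UNC0642 replicate 1 and 0.0447 without control replicate 3. With the correlation estimated from the data, camera gave 0.000272, 0.0487 and 0.2075 in MDA-MB-468, MDA-MB-231 and MCF-7. The response in MDA-MB-468 differed from that in MCF-7 (camera adjusted p = 1.74e-74) and in MDA-MB-231 (1.95e-128). These differences gave 2.5e-09 and 5.37e-11 with the estimated correlation. ERK-responsive genes rose in MDA-MB-468. In both other lines more members fell than rose, but most did not pass. In MDA-MB-468, 12 of 21 rose (13 when adjusted over the list alone), with a median of 0.56, among them AREG at 1.84 (0.21), the AP-1 subunit gene FOSL1 at 1.64 (0.15) and the growth factor gene HBEGF at 1.09 (0.13). In MCF-7, 5 of 22 fell and 1 rose (6 and 1 when adjusted over the list alone), with a median of -0.084, among them the immediate early genes FOS and EGR1 at -1.31 (0.11) and -1.18 (0.11). In MDA-MB-231, 4 of 21 fell (5, and 1 higher, when adjusted over the list alone), with a median of -0.136, among them AREG at -1.25 (0.11). For these genes camera gave 2.24e-10, 7.47e-06 and 0.000915 in MDA-MB-468, MCF-7 and MDA-MB-231. With the estimated correlation it gave 0.0816, 0.0367 and 0.347 in the same order. The response differed between MDA-MB-468 and MCF-7 (camera adjusted p = 2.42e-19) and between the 2 TNBC lines (1.78e-21). The themes of both lists were chosen from the paper's tables on the same samples, so they are not independent evidence.

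**Figure D1:**
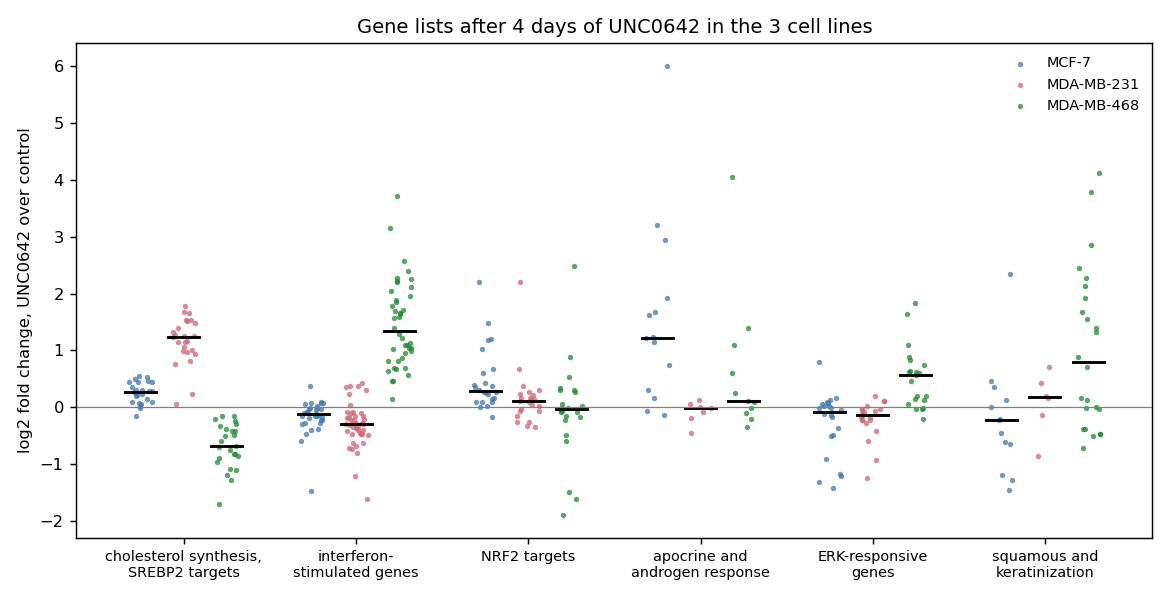
Log2 fold changes with UNC0642 of the members of 6 gene lists in the 3 cell lines. Each point is a gene and each black bar is the median of its list, which lies at 1.341 for interferon-stimulated genes in MDA-MB-468.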

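Genes of apocrine differentiation and androgen response rose in MCF-7, where 10 of 14 measured members rose by edgeR (11 when adjusted over the list alone) with a median log2 fold change of 1.224. APOD, a secreted lipocalin gene, and TMPRSS2, a serine protease gene, rose by 1.15 (0.12) and 0.75 (0.08) on the log2 scale. By camera the adjusted p was 6.41e-26 in MCF-7 (0.00745 with the estimated correlation), 0.754 in MDA-MB-231 and 0.0707 in MDA-MB-468. In MDA-MB-468, 2 of 11 rose and 1 fell (4 and 1 when adjusted over the list alone). The camera adjusted p of apocrine and androgen-response genes in MDA-MB-468 was 0.0488 without UNC0642 replicate 2. The response in MCF-7 differed from that in MDA-MB-231 (camera adjusted p = 0.00781) and in MDA-MB-468 (1.4e-05). Targets of NRF2, which activates antioxidant genes, also rose in MCF-7, where 13 of 24 rose (15 when adjusted over the list alone) with a median of 0.287. ABCC2, the quinone reductase gene NQO1 and the thioredoxin reductase gene TXNRD1 had log2 fold changes of 1.49 (0.10), 0.67 (0.06) and 0.39 (0.06). In MDA-MB-468, 3 of 23 NRF2 targets rose and 5 fell (4 and 5 when adjusted over the list alone), with a median of -0.042. AKR1C1 and AKR1C3, paralogs of AKR1C2, fell by 1.61 (0.09) and 1.49 (0.12) on the log2 scale. In MDA-MB-231, 1 of 23 rose and 1 fell (3 and 2 when adjusted over the list alone). For the NRF2 targets the camera adjusted p was 1.82e-17 in MCF-7, 0.0057 in MDA-MB-468 and 0.581 in MDA-MB-231. With the estimated correlation it was 0.0151 in MCF-7 and 0.123 in MDA-MB-468. The response in MCF-7 differed from that in MDA-MB-231 (1.37e-07) and in MDA-MB-468 (1.65e-14). Squamous and keratinization genes rose in MDA-MB-468, where 13 of 24 rose and 2 fell (13 and 6 when adjusted over the list alone) with a median of 0.80. IVL, an envelope precursor gene, and S100A7 rose by 2.28 (0.17) and 1.68 (0.15) on the log2 scale. In MCF-7, 5 of 13 fell and 1 rose (6 and 2 when adjusted over the list alone) with a median of -0.232, among them the desmosome gene PKP1 at -1.28 (0.08). Camera gave 1.61e-09 in MDA-MB-468 (0.151 with the estimated correlation) and 0.000264 in MCF-7 (0.371 with the estimated correlation). It was 0.0676 by fry and 0.111 without UNC0642 replicate 3 for squamous and keratinization genes in MCF-7. The response differed between these 2 lines (camera adjusted p = 7.32e-09). In MDA-MB-231, 0 of 6 squamous genes passed (1 higher when adjusted over the list alone), with a median of 0.188 and a camera adjusted p of 0.476. The difference between MDA-MB-468 and MDA-MB-231 did not pass (camera adjusted p = 0.933). The themes of these 3 lists were chosen from the paper's tables on the same samples, so they are not independent evidence.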

The results revealed both shared and distinct transcriptional responses across the three cell lines, highlighting subtype-specific mechanisms of action for the inhibitor (Figure 7B and Figure S4). In MCF-7 cells, estrogen-responsive pathways and gene sets were exclusively down-regulated, supporting previous findings that G9a acts as an ERα coactivator [17] (Figure 7C, Tables S3 and S4). 

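In MCF-7, 10 of 37 measured estrogen-induced genes fell with UNC0642 and 6 rose by edgeR (14 and 8 when adjusted over the list alone), with a median log2 fold change of -0.04. ESR1, which encodes ERα, fell from 339 ± 4.76 to 258 ± 9.37 CPM (SD, n = 3). Its log2 fold change was -0.39 (0.06, edgeR adjusted p = 0.000738). The progesterone receptor gene PGR fell from 142 ± 2.42 to 102 ± 16.9 CPM (SD, n = 3), a log2 fold change of -0.48 (0.10, edgeR adjusted p = 0.00739). The ERα cofactor gene GREB1 fell from 2083 ± 57.4 to 1719 ± 26.5 CPM (SD, n = 3), a log2 fold change of -0.28 (0.05, edgeR adjusted p = 0.00451). TFF1, a secreted trefoil peptide gene induced by estrogen, rose from 2608 ± 77.6 to 3082 ± 244 CPM (SD, n = 3), a log2 fold change of 0.24 (0.06, edgeR adjusted p = 0.0312). The transcription factor gene EGR3 fell by 0.91 (0.08) and the exchange factor gene RAPGEFL1 by 0.85 (0.09) on the log2 scale. The chaperone gene HSPB8 and the sushi domain gene SUSD3 rose by 1.17 (0.10) and 1.33 (0.13). The list, which is not one of the paper's gene sets, did not pass the camera test as a whole (adjusted p = 0.135). The p was 0.0148 for estrogen-induced genes in MCF-7 without UNC0642 replicate 1. Of the genes that Table S4 lists for 2 terms, all 4 fell for Estrogen signaling pathway (GNAO1, KRT16, KRT23 and FOS, median -1.26) and 3 of 4 fell for response to progesterone (TLR2, CAV1 and FOS, median -1.22). The study chose these terms on the same samples, so they are not independent evidence. OXTR, the remaining gene of the second term, did not pass (-1.03, standard error 0.32, edgeR adjusted p = 0.0701), and OXTR in MCF-7 passed without UNC0642 replicate 3 (0.00436). In the joint fit, ESR1 in MCF-7 (adjusted p = 0.0515), GREB1 in MCF-7 (0.174) and TFF1 in MCF-7 (0.0743) did not pass. PGR in MCF-7 gave 0.0516 without control replicate 1, and GREB1 gave 0.0578, 0.0589 and 0.0682 without UNC0642 replicate 2, control replicate 1 and control replicate 3. TFF1 gave 0.0747, 0.188, 0.0886 and 0.173 without UNC0642 replicate 2 and control replicates 1, 2 and 3.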

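In MDA-MB-231, 23 of 25 cholesterol biosynthesis genes and SREBP2 targets rose with UNC0642 by edgeR (24 when adjusted over the list alone), 18 of them by more than 2-fold, with a median log2 fold change of 1.24. HMGCS1, the HMG-CoA synthase gene, rose from 62.9 ± 9.63 to 199 ± 11.9 CPM (SD, n = 3). Its log2 fold change was 1.66 (0.12, edgeR adjusted p = 0.000136). DHCR7, which encodes the last enzyme of the pathway, rose from 183 ± 10.9 to 528 ± 22.6 CPM (SD, n = 3), a log2 fold change of 1.53 (0.08, edgeR adjusted p = 1.75e-05). SREBF2, which encodes SREBP2, rose from 219 ± 22.1 to 371 ± 17.9 CPM (SD, n = 3), a log2 fold change of 0.76 (0.09, edgeR adjusted p = 0.0019). SREBF1 fell from 181 ± 35.9 to 115 ± 10.7 CPM (SD, n = 3), a log2 fold change of -0.65 (0.14, edgeR adjusted p = 0.0366). Of 12 fatty acid synthesis genes and SREBP1 targets, 7 rose and 1 fell (7 and 2 when adjusted over the list alone), with a median of 0.459, among them the desaturase gene FADS2 at 1.02 (0.10). LXR targets, which oxysterols induce, fell for 6 of 9 (7 when adjusted over the list alone), with a median of -0.695. MYLIP, a ubiquitin ligase gene, had a log2 fold change of -1.63 (0.14). The transporter gene ABCG1 had 104 fragments over the 3 controls and 3 over the treated libraries, a ratio of 35.6 (exact 95% interval 11.9 to 176, counting error only), computed after its counts were seen. The themes of the cholesterol and LXR lists were chosen from the paper's tables on the same samples, so they are not independent evidence. The transcripts of TP53, STAT3 and SATB1 did not pass the test. For its statement on these genes the paper cites gene sets and pathways, which transcript levels do not test. Targets of SATB1 were not tested here. TP53 went from 142 ± 14.1 to 146 ± 7.35 CPM (SD, n = 3), a log2 fold change of 0.05 (0.09, edgeR adjusted p = 0.849). STAT3 went from 203 ± 3.90 to 210 ± 5.94 CPM (SD, n = 3), a log2 fold change of 0.05 (0.07, edgeR adjusted p = 0.77). SATB1, a chromatin organizer gene, went from 13.5 ± 0.777 to 13.1 ± 0.955 CPM (SD, n = 3), a log2 fold change of -0.05 (0.12, edgeR adjusted p = 0.886). Of 29 p53 targets, 1 rose and 1 fell (2 and 1 when adjusted over the list alone). The median was -0.03 and the camera test pointed upward (adjusted p = 0.869). The cell cycle inhibitor gene CDKN1A rose by 0.75 (0.09) on the log2 scale. Of 19 STAT3 targets, 1 fell (2 when adjusted over the list alone), the NF-κB cofactor gene BCL3 at -0.55 (0.11, edgeR adjusted p = 0.0261), with a median of -0.136. The camera adjusted p was 5.99e-103 for cholesterol biosynthesis, 1.7e-08 for fatty acid synthesis, 4.1e-25 for the LXR targets and 0.0457 for the STAT3 targets. With the estimated correlation, cholesterol biosynthesis, fatty acid synthesis and the LXR targets gave 0.000388, 0.0248 and 0.00443. The STAT3 targets in MDA-MB-231 gave 0.511 with the estimated correlation, 0.0756 by fry, 0.0893 at a minimum count of 50, and 0.09, 0.0574 and 0.126 without UNC0642 replicate 3, control replicate 2 and control replicate 3. Without UNC0642 replicates 1, 2 and 3 and control replicate 2, SREBF1 in MDA-MB-231 gave 0.0871, 0.184, 0.138 and 0.165, and BCL3 in MDA-MB-231 gave 0.111, 0.17, 0.0917 and 0.13. SREBF1 gave 0.0503 at a minimum count of 50.

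**Figure D2:**
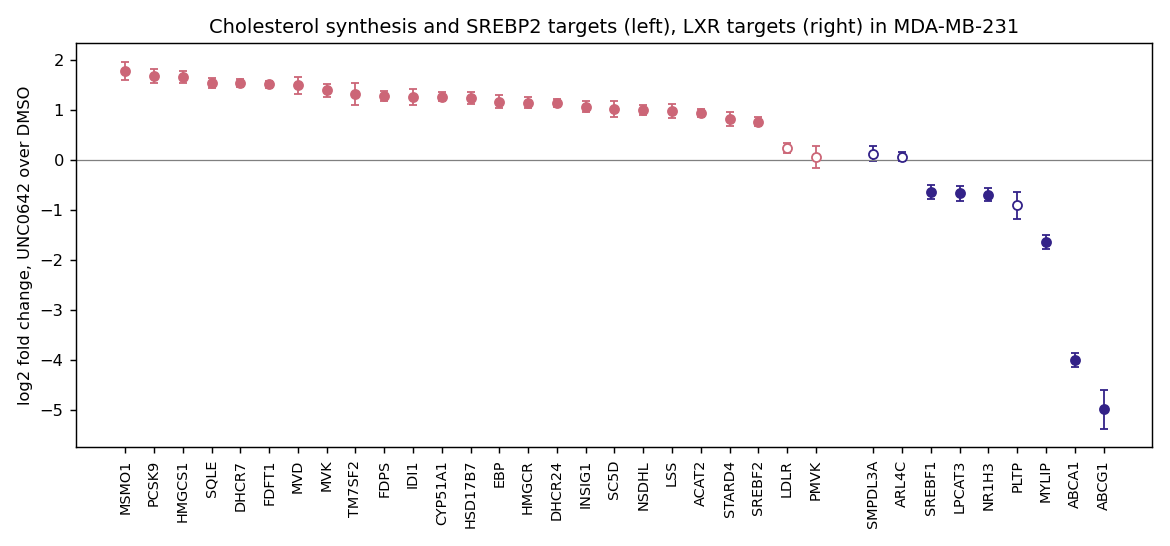
Log2 fold changes with UNC0642 in MDA-MB-231 of cholesterol biosynthesis genes and SREBP2 targets on the left and of LXR targets on the right, with standard errors as bars. Filled points have an edgeR adjusted p under 0.05 and open points do not; HMGCS1 lies at 1.66 and MYLIP at -1.63.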

Interestingly, G9a inhibition in MDA-MB-231 cells led to a transcriptional response characterized by the up-regulation of oncogenes such as SREBF and down-regulation of tumor suppressor genes such as TP53, STAT3, and SATB1 (Figure 7C, Tables S3 and S4). 

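Of 50 measured proliferation and cell cycle genes, CCND1, which encodes cyclin D1, rose in MDA-MB-468 by 0.47 (0.10) on the log2 scale (edgeR adjusted p = 0.0185), a call lost when adjusted over the list alone. No member passed in MCF-7 or MDA-MB-231 by edgeR, nor when adjusted over the list alone. At an unadjusted p under 0.05, 7 were lower in MCF-7, and 3 were lower and 2 higher in MDA-MB-231, and DESeq2 called 1 lower in MDA-MB-231. The median log2 fold change was -0.108 in MCF-7, -0.042 in MDA-MB-231 and -0.033 in MDA-MB-468. The ubiquitin-conjugating enzyme gene UBE2C and the mitotic kinesin gene KIF20A had log2 fold changes of -0.22 (0.07) and -0.20 (0.06) in MCF-7, each at an adjusted p of 0.0744, and CCNA2 had -0.18 (0.07, 0.185). UBE2C in MCF-7 passed without UNC0642 replicate 1 (0.00706), and KIF20A in MCF-7 passed without UNC0642 replicate 1 (0.0157) and without UNC0642 replicate 3 (0.0276). The list was lower in MCF-7 (camera adjusted p = 0.00566, and 0.134 with the estimated correlation) and did not pass in MDA-MB-231 (0.423) or MDA-MB-468 (0.463). Neither this proliferation list nor the matrix list used here is one of the paper's gene sets, so they do not test those sets. Extracellular matrix genes fell in MCF-7, where 19 of 67 fell and 3 rose (25 and 5 when adjusted over the list alone) with a median of -0.274. The collagen genes COL6A2 and COL4A5 and the fibronectin gene FN1 had log2 fold changes of -1.15 (0.11), -0.96 (0.10) and -0.45 (0.07) there. In MDA-MB-231, 9 of 71 rose and 6 fell (16 and 9 when adjusted over the list alone) with a median of 0.102. The collagen gene COL8A1 and the thrombospondin gene THBS1 rose by 1.07 (0.08) and 0.60 (0.07) on the log2 scale. In MDA-MB-468, 18 of 63 rose and 2 fell (24 and 3 when adjusted over the list alone) with a median of 0.278. Of 3 measured fibroblast markers, FAP also rose in this line (1 higher and 1 lower when adjusted over the list alone, median -0.029). All 5 measured identity markers of MDA-MB-231 rose there, but VIM, CAV1 and CD44 lost their calls with some single libraries left out. COL17A1, a hemidesmosome collagen gene, rose from 0.807 ± 0.350 to 9.47 ± 1.12 CPM (SD, n = 3), a log2 fold change of 3.56 (0.27, edgeR adjusted p = 6.4e-05), and the tenascin gene TNC rose by 1.61 (0.13). For the matrix genes the camera adjusted p was 1.73e-05 in MCF-7, 0.022 in MDA-MB-231 and 9.65e-10 in MDA-MB-468, and 0.0852, 0.598 and 0.236 with the estimated correlation. Extracellular matrix genes in MDA-MB-231 gave 0.185 by fry, 0.134 at a minimum count of 50, and 0.0751 and 0.739 without UNC0642 replicate 1 and control replicate 1. CCND1 in MDA-MB-468 gave 0.112, 0.121 and 0.114 without UNC0642 replicate 2 and control replicates 1 and 2.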

Cell proliferation pathways and extracellular matrix (ECM)-associated gene sets are consistently down-regulated in both ER-negative and ER-positive cells, emphasizing the shared growth-suppressive effects of G9a inhibition and underscoring its significant therapeutic potential across these breast cancer subtypes (Figure 7C).

## 3. Method

### 3.1. Study Design

To identify and evaluate the potential of 21 pathological biomarkers in breast cancer, this study used tissue microarray technology, allowing for the high-throughput molecular analysis of 196 tissue samples from a discovery cohort of 98 breast cancer patients (Figure 1). The IHC profiling results of TNBC were then validated by 20 additional tissue blocks from a validation cohort of 20 TNBC patients. Eligible participants of both cohorts were women aged 35–70 years with a first primary diagnosis of breast cancer (Table 1). The distributions of clinical characteristics and traditional pathological biomarker results are shown for both the discovery and validation cohorts, as provided by the commercial vendors of BC tissues. Based on IHC assessments of ER, PR, HER2, and Ki-67, breast cancer samples in this study were classified into 79 luminal A cases, 53 luminal B cases, 23 HER2-enriched cases, and 41 TNBC cases in the discovery cohort, as well as 20 TNBC cases in the validation cohort. Histone biomarker signatures identified from tissue samples were subsequently evaluated in BC cell lines. To explore their functional relevance, the selected HMT inhibitor, the G9a inhibitor UNC0642, was applied to assess its effects on cell proliferation, impacted gene expression, and signaling pathways. All study procedures were approved by the Institutional Ethics Committee and the Institutional Review Board of Northwest University (approval number: 200402001).

Histone biomarkers strongly associated with molecular types of breast cancer (BC) were identified through immunohistochemical (IHC) staining in tissue and cell line samples. The functional roles of histone biomarker signatures were further investigated using cell line models treated with small molecule inhibitors targeting histone methyltransferases.

### 3.2. Tissue Specimens

We collected 216 tissue samples from commercial sources for this study. A high-density breast cancer tissue microarray (chip number F1961101 B06-F1961101 B25) was purchased from Xi’an Bioaitech Co., Ltd. (Xi’an, China). Each chip included two 1 mm tissue cores from 98 patients with various molecular subtypes, forming a discovery cohort of 196 samples. A validation cohort was established using 20 TNBC tissue slides procured from Shanghai Xinchao Co., Ltd. (Shanghai, China). (with the sample codes listed in Table S1). Clinical characteristics and biomarker data were available for all tissue samples (Table 1).

### 3.3. Cell Culture

Three breast cancer cell lines—MCF-7 (luminal A), MDA-MB-231 (claudin-low TNBC), and MDA-MB-468 (basal-like TNBC)—and two T-lymphocytic leukemia cell lines (HPB-ALL and LOUCY) were used in this study. The origin and catalog number of cell lines are listed in Table S1. Three BC cell lines were cultured in Dulbecco’s modified Eagle’s medium (DMEM). HPB-ALL and LOUCY cells were cultured in RPMI-1640. In both media, 10% fetal bovine serum and 1% penicillin–streptomycin were added. The above cells were grown in a humidified 5% CO_2_ incubator at 37 °C. For estrogen treatment, cells were starved in phenol red-free DMEM supplemented with 10% charcoal-stripped FBS for 2 days, and 73.4 mM of estrogen was added to the medium (3 and 6 h for gene expression studies and 6 h for immunocytochemical (ICC) experiments) before the cells were collected. The detailed list of reagents and kits used in this method can be found in Table S1.

### 3.4. IHC and ICC

IHC analysis was performed using the streptavidin–biotin–peroxidase complex method to evaluate 20 histone biomarkers (including H3) of interest. Tissue chips and slides were processed by deparaffinization, antigen retrieval, blocking with goat serum, and incubation with primary antibodies overnight at 4 °C. Secondary antibodies and DAB were used for detection, followed by counterstaining and mounting. Anti-H3 served as a control. Details of antibodies, reagents, and kits are provided in Table S1. ICC was performed using the same principles as IHC. Cells were fixed in 4% paraformaldehyde, permeabilized with 0.25% Triton X-100, and blocked with 10% goat serum. Primary antibodies were incubated overnight, followed by the incubation of secondary antibodies and DAB detection.

### 3.5. Cell Viability and Proliferation Assay

Cell viability was assessed using the Cell Counting Kit-8 (CCK-8). Cells were seeded in 96-well plates (5 × 10^3^/well), treated with UNC0642 or DMSO (Control), and incubated. After treatment, the 10 µL CCK-8 solution was added, and OD450 was measured. For proliferation assays, cells were treated with 2 µM UNC0642 or DMSO and analyzed over six days using the same method. A comprehensive list of reagents and kits, along with their references where applicable, is provided in Table S1.

### 3.6. Western Blotting

Proteins from BC cells, which were treated with 2 µM UNC0642 or DMSO for 48 h, were extracted using the RIPA buffer, quantified using the BCA assay, and separated by SDS-PAGE. After transferring to PVDF membranes, blots were incubated with primary and secondary antibodies. Signals were detected using enhanced chemiluminescence, with H3 as a loading control. The details of antibodies, reagents, and kits are listed in Table S1.

### 3.7. RNA Isolation and Sequencing

Total RNA from BC cells collected after 4 days of treatment with 2 µM UNC0642 or DMSO was extracted using Trizol and assessed for purity and integrity. RNAseq libraries were prepared using the TruSeq RNA Sample Prep Kit and sequenced on an Illumina NovaSeq 6000 platform. Clean reads were analyzed using STAR aligner and DESeq2 to identify differentially expressed genes (DEGs). Genes in breast cancer cell lines that displayed at least a two-fold difference in gene expression between comparison groups (fold change > 2 or <−2, FDR *p* < 0.05) were considered significant DEGs and carried forward in the analysis. Pathway and gene ontology (GO) enrichment analysis was performed via an integrated platform KOBAS 3.0 and gene set enrichment analysis (GSEA) using MSigDB gene sets within selected collections of H, C2, C4, and C6. Bioinformatics analysis was performed and visualized using R version 3.6.1 or Python version 3.7.9. The detailed list of reagents and kits used in the method can be found in Table S1.

### 3.8. Quantitative Real-Time PCR (qRT-PCR)

Quantitative real-time PCR was performed using Bio-Rad real-time PCR systems. Total RNA (1 µg) was reverse-transcribed into cDNA using the Hifair III 1st Strand cDNA Synthesis SuperMix for qPCR. mRNA expression levels were quantified using Hieff^®^ qPCR SYBR Green Master Mix, with relative expression calculated by the 2^−ΔΔCt^ method. Each sample was tested in triplicate, and primers, reagents, and kits are listed in Table S1.

### 3.9. IHC Evaluation and Cutoff Determination

Histone expression was quantified using integrated optical density (IOD) values from Image J (Media Cybernetics Inc., Rockville, MD, USA) analysis [19]. Receiver operating characteristic (ROC) curve analysis was used to determine cutoff scores for each histone, distinguishing high and low expressions [20]. Clinical features, including age, grade, T stage, N stage, tumor stage, and receptor status, were classified for analysis. For each histone biomarker, the points of maximum sensitivity and specificity were selected based on the area under the curve. Samples were classified as having low expressions if their integrated optical density was below the cutoff and a high expression if they were equal to or above the cutoff. Clinical features used for stratification in ROC analysis included the following: age (≥50 vs. <50 years), tumor grade (Grade 2 vs. 2–3/3), T stage (T1/T2 vs. T3/T4), N stage (N0 vs. N1/N2), tumor stage (Stage I vs. Stage II/III), receptor status (ER/PR/HER2 negative vs. positive), and Ki-67 Index (<14% vs. >14%). These cutoff values provided a basis for categorizing histone expression and analyzing its association with breast cancer subtypes and clinical outcomes.

### 3.10. Statistical Analysis

Statistical analyses were conducted using SPSS (version 25.0, SPSS Inc., Chicago, IL, USA) and GraphPad Prism 9 (San Diego, CA, USA). *t*-tests, chi-square tests, and logistic regression were used to analyze data.

## 4. Discussion

Significant efforts have been dedicated to systematically profiling histone modifications and the enzymes that regulate them in ER-positive BC [21]. These studies have been pivotal in driving the development and clinical application of the first two generations of epigenetic drugs, including DNMT inhibitors and HDAC inhibitors, with a third generation targeting HMT now emerging. However, similar insights into histone modification landscapes and their therapeutic potential remain scarce for TNBC, a subtype known for its aggressive and invasive nature. A greater challenge in developing epigenetic drugs is their specificity, which requires emphasis on identifying biomarkers capable of predicting how individual patients respond to these therapies. This study aimed to address this critical knowledge gap by unveiling key histone biomarker patterns in BC with a specific focus on TNBC. Among the >20 histone biomarkers evaluated, our findings revealed significant alterations in four specific histone modification/modifier pairs (H3K4me2/LSD1, H3K9me2/G9a, H3K36me2/NSD1, DNMT1) across the four major BC molecular subtypes. These findings align with the established evidence supporting epigenetic therapy in driving ER-positive breast cancer progression [11,13]. For example, LSD1 was proposed as a therapeutic target, not only as a standalone approach but also in combination with hormonal therapies [22]. Given the availability of LSD1 inhibitors in preclinical and clinical stages, our results further support their exploration as a promising additional therapy in breast cancer [14,23].

In our analysis with TNBC cohorts, three histone methylation signals (H3K9me2, H3K36me2, and H3K79me) emerged (and were validated) as being independently associated with TNBC, underscoring their potential role as subtype-specific epigenetic markers and therapeutic targets. This result aligns with published reports emphasizing the roles of methylations on H3K36 and H3K79 in TNBC epigenetic regulation. For instance, distinct patterns of H3K36me3 have been observed in TNBC cell lines, particularly in relation to androgen receptor pathway activity [7]. Additionally, the chromatin state marked by H3K4me3 and H3K79me2 at loci such as AFAP1-AS1 has been identified as a hallmark of TNBC, particularly in driving active transcription programs in these cells [7]. Independent studies have confirmed that both NSD3, a histone methyltransferase responsible for H3K36me2, and DOT1L, which methylates H3K79, are highly expressed in the MDA-MB-231 TNBC cell line [24,25]. The inhibition or knockdown of these histone writers leads to a reduction in H3K36me2 and H3K79me levels, respectively. This reduction in histone modifications is associated with a significant decrease in cell proliferation, migration, and invasion. Notably, in the context of TNBC, these effects are often linked to the reversal of epithelial-to-mesenchymal transitions (EMTs), which is a key process that contributes to increased metastatic potential and the aggressive nature of cancer cells [26]. Here, our findings provide direct evidence from multiple cohorts of human tissue to support observations previously made in cell line studies and underscore the therapeutic potential of targeting histone writers like NSD3 and DOT1L in TNBC treatment strategies.

Mutations in histone H3 (such as H3K36M and H3K27M), so-called “oncohistones”, have been identified as significant contributors to tumorigenesis in certain cancers and, thus, were investigated in this study [27]. H3K36M is known to drive skeletal tumors like chondroblastoma by dominantly inhibiting H3K36 methylation, leading to transcriptional dysregulation and altered differentiation [28]. The H3K36M oncohistone primarily inhibits several H3K36-specific methyltransferases, leading to a reduction in all methylation states of H3K36 [29]. Similarly, the H3K27M mutation disrupts the repressive H3K27me3 mark, resulting in widespread epigenetic reprogramming and aberrant cellular proliferation or tumorigenesis [30]. In our study, neither H3K36M nor H3K27M mutations were detected in any of the BC tissue samples examined by histological staining. These findings suggest that while H3 mutations play pivotal roles in certain malignancies, their contribution to BC pathogenesis, particularly in the context of our cohort, appears minimal. This highlights the need for further exploration into the unique histone modification patterns that define BC subtypes.

The most substantial finding presented here is that H3K9me2 deposited by G9a serves as an independent predictor, with its histological staining results effectively distinguishing TNBC from other breast cancer subtypes. Furthermore, the inhibition of G9a drastically impairs the proliferation of breast cancer cell lines from various subtypes, including luminal A, claudin-low TNBC, and basal-like TNBC, underscoring its potential as a therapeutic target across these subtypes. Compared to H3K9me3, which is often linked to the formation of heterochromatin defining stable and highly repressive chromatin states, H3K9me2 is less stable and associated with dynamic repression [7]. Its writer G9a has broader substrate specificity, targeting both histone and non-histone proteins, such as p53, CDYL, and ERα [31]. G9a is well-recognized as a coactivator in ER-positive breast cancer, where its inhibition reactivates p53 and induces necroptosis, highlighting its dual roles in tumor progression [32]. Mechanistically, G9a directly methylates ERα, thereby enhancing its transcriptional activity on genes that drive cell growth and survival [17]. The experimental depletion of G9a in breast cancer cells and colorectal cancer stem cells has been shown to suppress motility and disrupt ECM organization, underscoring its broader role in cancer cell dynamics [33,34]. Importantly, to our knowledge, this study represents the first transcriptomic analysis of TNBC cells following G9a inhibition by a small-molecule inhibitor (Table S5). The findings reveal pathways that partially overlap with but are distinct from those identified in prior siRNA-mediated G9a knockdown studies [35]. Our transcriptomic analysis of G9a-inhibited BC cells supports previous findings by revealing G9a’s critical role in maintaining ER activity in ER-positive BC cells and promoting ECM signaling pathways in both ER-positive and -negative BC cells (Table S5). 

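Mesenchymal genes rose in MDA-MB-468, where 8 of 16 measured members rose with UNC0642 by edgeR (9, and 1 lower, when adjusted over the list alone) with a median log2 fold change of 0.443. AXL, a receptor tyrosine kinase gene, and TGFB2, which encodes a TGF-β ligand, rose by 1.23 (0.22) and 0.78 (0.13) on the log2 scale. In the same line 1 of 3 fibroblast markers rose, FAP at 2.22 on the log2 scale (1 higher and 1 lower when adjusted over the list alone). All 5 measured identity markers of MDA-MB-231 rose (5 when adjusted over the list alone). AXL and CD44 are in both this list and the mesenchymal list. VIM, CAV1 and CD44 lost their calls with some single libraries left out. In MDA-MB-231, 2 of 21 mesenchymal genes rose (2 when adjusted over the list alone) with a median of 0.057. SPARC, a matricellular glycoprotein gene, rose by 1.80 (0.27, edgeR adjusted p = 0.00669). In MCF-7, 4 of 12 fell and 1 rose (5 and 1 when adjusted over the list alone) with a median of -0.201, among them the hyaluronan receptor gene CD44 at -0.50 (0.09). Of the epithelial genes, 2 of 26 rose and 1 fell in MCF-7 (3 and 1 when adjusted over the list alone), 1 of 19 rose and 1 fell in MDA-MB-231 (1 and 1), and 2 of 26 rose and 2 fell in MDA-MB-468 (2 and 2). The tight junction gene CLDN1 rose in MDA-MB-231 by 1.25 (0.14) on the log2 scale. The camera adjusted p of the mesenchymal genes was 1.43e-05 in MDA-MB-468 (0.123 with the estimated correlation), 0.292 in MDA-MB-231 and 0.0591 in MCF-7, and mesenchymal genes in MCF-7 gave 0.0213 and 0.0409 without UNC0642 replicate 1 and control replicate 1. That of the epithelial genes was 0.802, 0.983 and 0.757. The mesenchymal response differed between MDA-MB-468 and MCF-7 (camera adjusted p = 0.000272) and between MDA-MB-468 and MDA-MB-231 (0.00505, and 0.0984 with the estimated correlation), and the test did not pass between MDA-MB-231 and MCF-7 (0.243). Of the estrogen-induced genes, 2 of 26 rose and 3 fell in MDA-MB-231 (5 and 3 when adjusted over the list alone). The median was 0.054 and the camera test pointed downward (adjusted p = 0.869). In MDA-MB-468, 5 of 26 estrogen-induced genes rose and 2 fell (6 and 2 when adjusted over the list alone), with a median of 0.038 and a camera adjusted p of 0.0707. The p was 0.0312 for estrogen-induced genes in MDA-MB-468 without UNC0642 replicate 3. The response of these genes differed between MDA-MB-468 and MCF-7 (camera adjusted p = 0.00128, and 0.157 with the estimated correlation), and the test did not pass between MDA-MB-231 and MCF-7 (0.948).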

While ER signaling is specific to ER-positive cells, EMT pathway regulation appears consistent across both ER-positive and ER-negative breast cancer cells, highlighting G9a’s broader influence on cellular processes irrespective of the estrogen receptor’s status [36,37]. Together, our working model (Figure 7D) illustrates the shared and distinct effects of G9a inhibition and knockdown on breast cancer cell lines. Both approaches impair cell proliferation, with ECM regulation and proliferation pathways commonly affected across all cell lines. However, the impact on tumor-suppressor pathways and apoptosis emerges as a more prominent outcome in ER-negative BC cells. This model highlights the overlapping and context-specific roles of G9a in breast cancer, emphasizing how different intervention strategies can lead to distinct cellular responses.

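In MDA-MB-468, 5 of 28 measured p53 targets rose with UNC0642 by edgeR (6, and 1 lower, when adjusted over the list alone) with a median log2 fold change of 0.03. GADD45A, a growth arrest gene, and CDKN1A, a cell cycle inhibitor gene, rose by 1.20 (0.09, edgeR adjusted p = 6.6e-05) and 0.78 (0.10, edgeR adjusted p = 0.00124) on the log2 scale. PMAIP1, which encodes the pro-apoptotic protein NOXA, rose by 0.77 (0.16, edgeR adjusted p = 0.017). PMAIP1 in MDA-MB-468 gave 0.1 and 0.0767 without control replicates 1 and 2. In MCF-7, 1 of 30 p53 targets rose and 1 fell (1 and 1 when adjusted over the list alone), TP53INP1 at 0.60 (0.09) and the kinase gene PLK2 at -0.57 (0.06). The camera adjusted p of the p53 targets was 0.158 in MDA-MB-468, where fry gave 0.00669, and 0.519 in MCF-7. Of 21 pro-apoptotic genes in each ER-negative line, 1 fell in MDA-MB-231 (1 when adjusted over the list alone), and 2 rose and 1 fell in MDA-MB-468 (2 and 1). In MCF-7, 1 of 22 rose by edgeR, with 0 when adjusted over the list alone, 3 higher at an unadjusted p under 0.05 and 1 higher by DESeq2. The genes were the death receptor gene TNFRSF10B at -0.35 (0.08) in MDA-MB-231 and the BH3-only genes HRK at 0.69 (0.15) and BMF at -0.47 (0.12) in MDA-MB-468, beside PMAIP1. HRK rose by 0.94 (0.26) in MCF-7. Of 9 anti-apoptotic genes in each line, BCL2 fell in MCF-7 by 0.43 (0.10) on the log2 scale (1 when adjusted over the list alone), and none passed in the ER-negative lines by edgeR. When adjusted over the list alone, 2 were higher and 1 lower in MDA-MB-231 and 0 passed in MDA-MB-468. At an unadjusted p under 0.05, 2 were higher and 1 lower in MDA-MB-231 and 2 were higher in MDA-MB-468, and DESeq2 called 0 in both. For the pro-apoptotic genes the camera adjusted p was 0.856, 0.802 and 0.330 in MDA-MB-231, MDA-MB-468 and MCF-7, and that of the anti-apoptotic genes was 0.339, 0.491 and 0.177. Of the cell cycle inhibitors, 1 of 17 rose and 1 fell in MDA-MB-231 (4 and 1 when adjusted over the list alone, camera adjusted p = 0.119). In MDA-MB-468, 4 of 19 rose and 1 fell (5 and 1, 0.0657), with a median of -0.097 and a camera test that pointed upward. In MCF-7, 1 of 19 cell cycle inhibitors rose and 3 fell (3 and 4, 0.734), among them CDKN2B at 0.70 (0.11). Table S4 lists genes for negative regulation of cell population proliferation, of which 8 of 9 rose in MDA-MB-231 and 16 of 16 in MDA-MB-468 (medians 1.76 and 1.42), including the tumor suppressor gene KLF4 at 1.36 (0.13) in MDA-MB-468. The study chose this term on the same samples, so it is not independent evidence. The p of cell cycle inhibitors in MDA-MB-468 was 0.0312 without UNC0642 replicate 3 and 0.00541 at a minimum count of 50. TNFRSF10B in MDA-MB-231 gave 0.152, 0.174, 0.174 and 0.2 without UNC0642 replicates 1, 2 and 3 and control replicate 2. HRK in MDA-MB-468 gave 0.113, 0.0923, 0.0957 and 0.076, and BMF in MDA-MB-468 gave 0.113, 0.173, 0.129 and 0.107, without UNC0642 replicate 2 and control replicates 1, 2 and 3. HRK in MCF-7 gave 0.184, 0.149 and 0.156 without UNC0642 replicate 2 and control replicates 1 and 3, and BCL2 in MCF-7 gave 0.087 and 0.0903 without control replicates 1 and 2.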

Given G9a’s involvement in estrogen receptor coactivation, it is considered a potential therapeutic target for ER-positive breast cancer. However, its epigenetic role in ER-negative breast cancer remains uncertain, given the absence of ER signaling in these cancers. Notably, the IHC score of H3K9me2 in our cohorts is significantly higher in higher-grade and later-stage tumors compared to healthy tissue, lower-grade, earlier-stage, or less aggressive subtypes like luminal A. This observation suggests that H3K9me2 may play a more crucial role in the progression of more aggressive cancers or breast cancer that does not have hormone receptors. We also observed in Figure 6C that the G9a inhibitor not only limits G9a’s enzymatic activity but also reduces its expression at the transcriptional level. This dual effect may stem from feedback regulatory mechanisms, where inhibiting enzymatic activity disrupts downstream signaling pathways, ultimately altering gene expression patterns. Consistent with this, our findings show that G9a inhibition has a more profound inhibitory effect on cancer growth in basal-like TNBC > claudin-low TNBC > luminal A BC, highlighting G9a’s broader influence across different BC subtypes via distinct pathways and mechanisms. Additionally, our results reinforce earlier conclusions that G9a inhibitors induce apoptosis in breast cancer cell lines, with a more pronounced tumor volume reduction in MDA-MB-231 cells compared to MCF-7 cells [37]. 

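In MDA-MB-468, 18 of 25 cholesterol biosynthesis genes and SREBP2 targets fell with UNC0642 by edgeR (20 when adjusted over the list alone), 5 of them by more than 2-fold, with a median log2 fold change of -0.676. INSIG1, which holds SREBP proteins in the endoplasmic reticulum, fell from 90.0 ± 7.18 to 27.5 ± 3.38 CPM (SD, n = 3). Its log2 fold change was -1.71 (0.12, edgeR adjusted p = 5e-05). HMGCS1, the squalene epoxidase gene SQLE and the LDL receptor gene LDLR had log2 fold changes of -1.29 (0.14), -1.10 (0.11) and -0.86 (0.09). Of 12 fatty acid synthesis genes and SREBP1 targets, 3 fell (5 when adjusted over the list alone), among them the fatty acid synthase gene FASN at -1.12 (0.15). SREBF2 fell by 0.50 (0.11, edgeR adjusted p = 0.0192) on the log2 scale. SREBF2 in MDA-MB-468 gave 0.0998, 0.101, 0.0873 and 0.0501 without UNC0642 replicate 2 and control replicates 1, 2 and 3. The camera adjusted p was 2.83e-25 for cholesterol biosynthesis and 0.000638 for fatty acid synthesis, and 0.006 and 0.123 with the estimated correlation. The response of the cholesterol list differed between MDA-MB-468 and MDA-MB-231 (median difference -1.851, camera adjusted p = 6.2e-161), as did that of the fatty acid list (-0.768, 3.04e-16). With the estimated correlation these differences gave 2.17e-11 and 1.37e-05. The theme of the cholesterol list came from the paper's tables on the same samples, so it is not independent evidence. TP53 did not pass in MDA-MB-468, going from 165 ± 7.34 to 163 ± 9.68 CPM (SD, n = 3), a log2 fold change of -0.01 (0.08, edgeR adjusted p = 0.959). SATB1 was too low there to be tested. Of 19 STAT3 targets, 6 rose (9, and 1 lower, when adjusted over the list alone) with a median of 0.275, among them the adhesion molecule gene ICAM1 at 0.85 (0.12). The camera adjusted p was 0.0057, and 0.269 with the estimated correlation. The response of the STAT3 targets differed between MDA-MB-468 and MDA-MB-231 (camera adjusted p = 2.71e-06). The 6 genes that Table S4 lists for DNA-binding transcription factor activity all fell (median -1.24), among them MYCN, which encodes N-Myc, at -1.43 (0.09). The study likewise chose this term on these samples, so it is not independent evidence.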

Although cell proliferation was impaired, our transcriptomic profiling revealed that G9a inhibition in TNBC cell lines uniquely induces the upregulation of oncogene target genes and the downregulation of genes targeted by tumor suppressors such as SATB1 and TP53 [38,39]. This contrasts with prior studies, which reported that G9a inhibitors effectively suppress tumor growth in preclinical models, though our findings diverge in terms of the reactivation of silenced tumor suppressor genes [36,40,41]. This observation suggests that the heightened sensitivity of ER-negative breast cancer cells to G9a inhibitors may be influenced by the epigenetic changes induced by treatment rather than reflecting a direct mechanistic basis.

This study, while providing valuable insights, has several limitations that warrant consideration. The relatively small cohort size and lack of follow-up or survival data impede a comprehensive understanding of the prognostic value of histone biomarkers. Additionally, the scoring methodology, reliant on manual assessment, requires significant labor and experienced technicians and carries the risk of manual error, emphasizing the need for automation through machine learning-driven imaging technology. Furthermore, the absence of in vivo validation limits the ability to confirm the therapeutic potential of G9a inhibitors, highlighting the need for preclinical studies and further investigation into its dualistic functions in breast cancer subtypes.

## 5. Conclusions

The immunohistochemical profiling and transcriptomic analyses presented in this study identified effective subtype-specific epigenetic targets in various BC subtypes, with a particular focus on TNBC. The findings highlight G9a’s multifaceted role in regulating both hormone-driven pathways and tumor suppressor mechanisms, demonstrating its context-dependent influence. This research sheds light on the epigenetic complexity underlying TNBC and provides valuable insights for developing targeted therapeutic strategies, offering a promising avenue to improve outcomes for patients with this challenging breast cancer subtype.

## Figures and Tables

**Figure 1:**
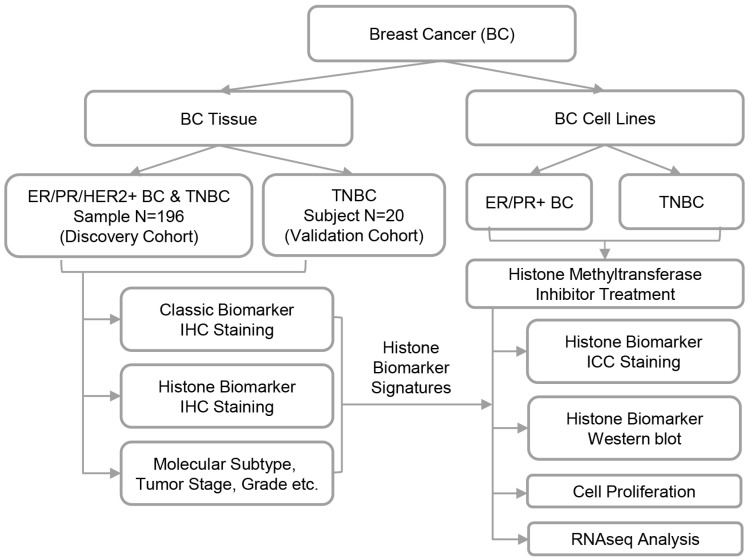
Workflow diagram depicting the identification of histone biomarker signatures in breast cancer.

**Figure 2:**
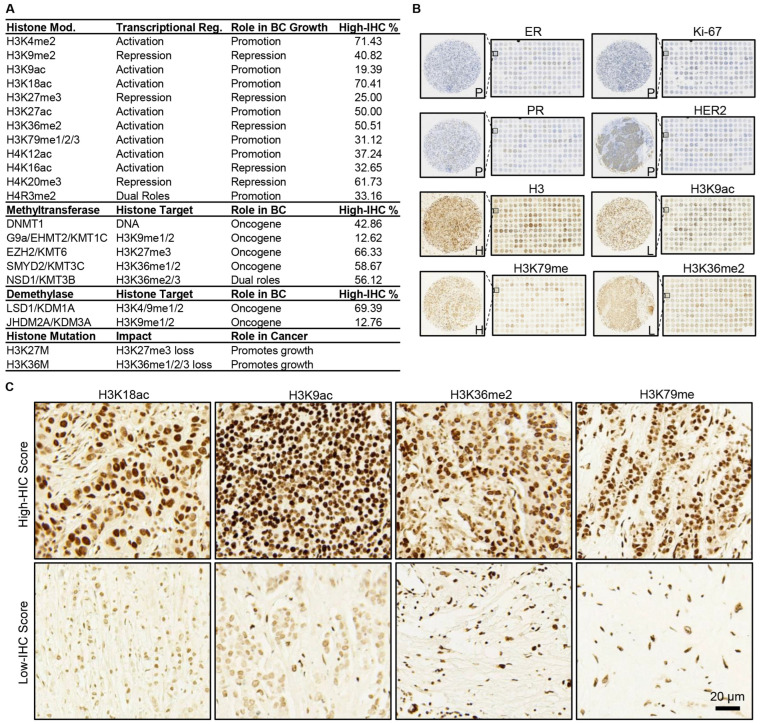
Pathological staining and scoring of BC tissue samples from the discovery cohort. (**A**) The histone biomarkers analyzed in this study are listed. IHC scoring results for the discovery cohort are shown as the percentage of tissue samples with high IHC scores (high IHC%). (**B**) Low-power IHC images display the expression of four classic BC biomarkers (with nuclear counterstain) and four representative histone biomarkers (without nuclear counterstain). (**C**) High-power IHC images illustrate representative histone biomarker expression at both high and low IHC scores. Staining results are annotated as P (positive for classic biomarkers) and H or L (high or low IHC scores for histone biomarkers).

**Figure 3:**
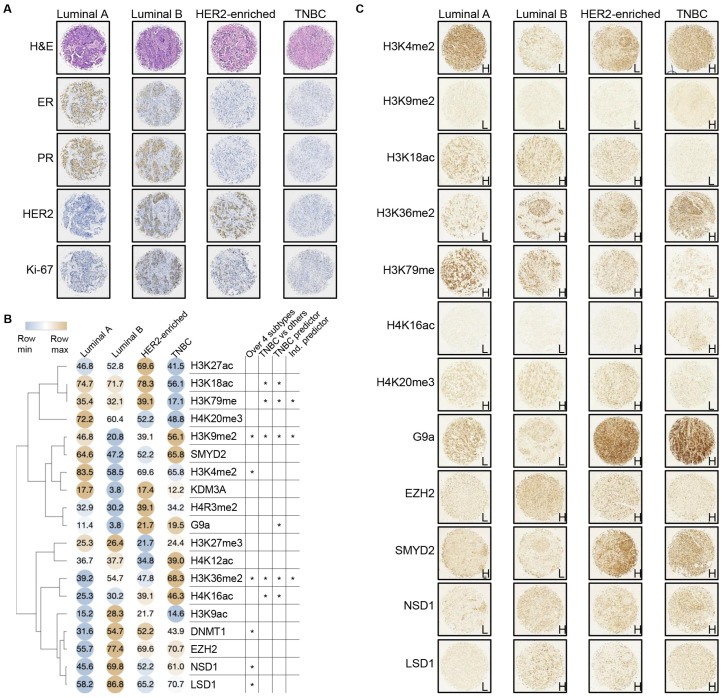
Distribution of histone biomarker levels across BC molecular subtypes. (**A**) Representative H&E and IHC images depicting the four BC molecular subtypes in the discovery cohort, classified based on the results of classic IHC biomarkers, as shown. (**B**) Heatmap and hierarchical clustering of the high IHC% of each histone biomarker across the molecular subtypes. Numbers within the colored circles represent the high IHC% for the corresponding biomarker. Asterisks (*) denote the statistical significance (*p* < 0.05) of four statistical analyses (Table 2 and Table 3): (1) the distribution of histone biomarkers across 4 molecular subgroups; (2) the distribution of histone biomarkers between triple-negative breast cancer (TNBC) vs. other molecular subtypes; (3) the univariate regression analysis performed for each histone biomarker as a predictor of IHC score groups; and (4) multivariate regression for each histone biomarker as an independent predictor. (**C**) Representative IHC images showing the expression of selected histone biomarkers across molecular subtypes. Staining results are annotated as H (high IHC score) and L (low IHC score).

**Figure 4:**
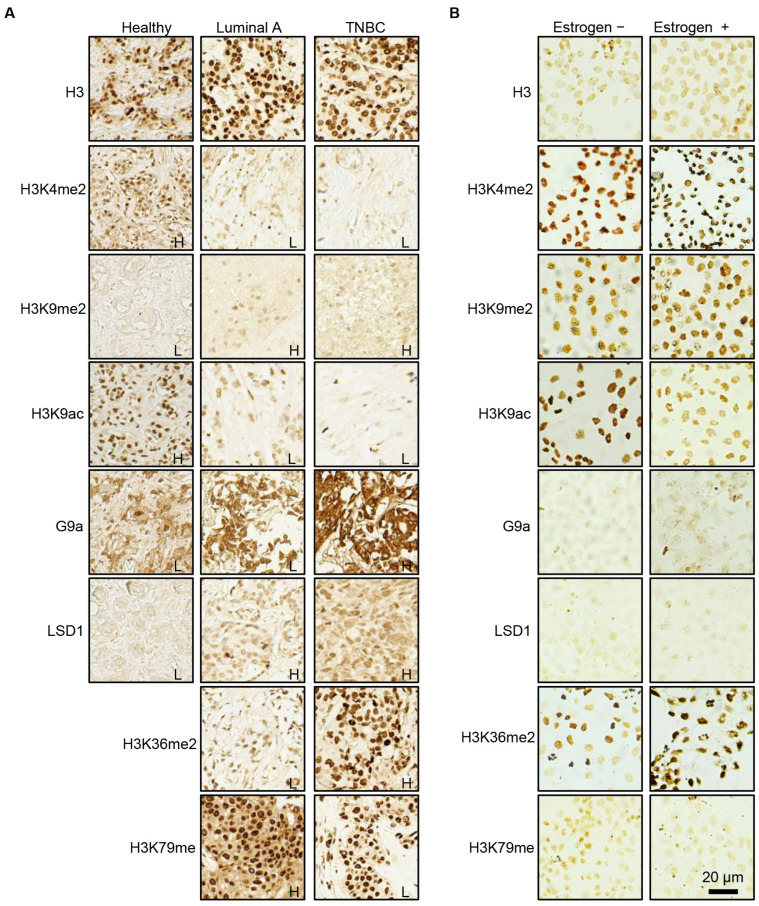
IHC of TNBC-specific histone biomarker signatures in tissue and cell lines. (**A**) High-power IHC image representatives of TNBC-specific histone biomarker signatures in adjacent healthy breast tissue (Healthy), luminal A breast cancer tissue, and TNBC tissue. (**B**) Immunocytochemical (ICC) staining image representatives of TNBC-specific histone biomarker signatures in luminal A cell lines (MCF-7) without or with estrogen treatment. Staining results are annotated as H or L (high or low IHC scores).

**Figure 5:**
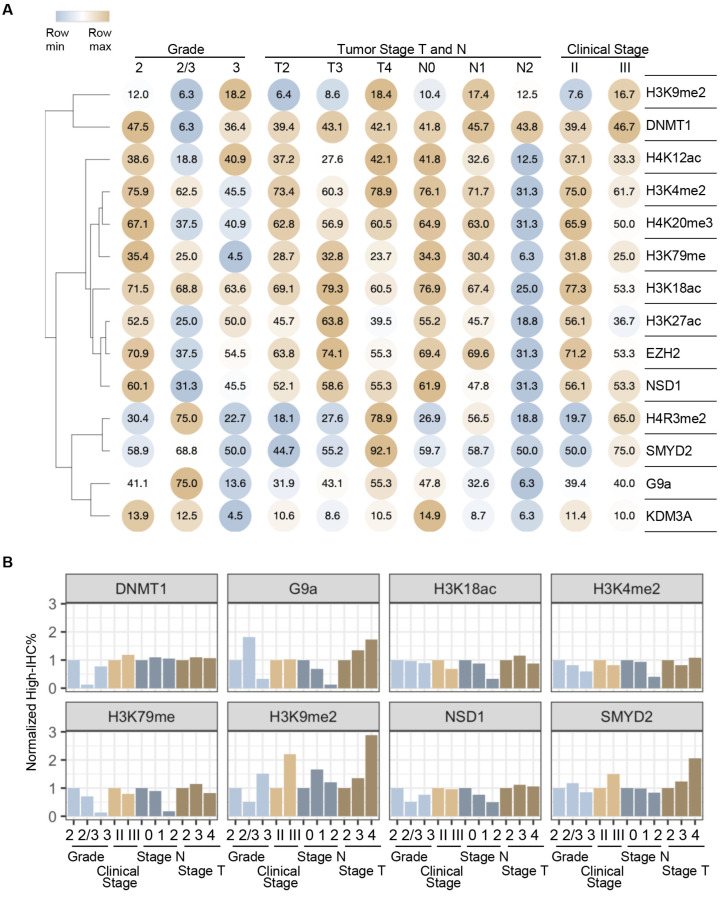
Correlation between histone biomarker levels and tumor grade/stage. (**A**) Heatmap depicting the high IHC% for selected histone biomarkers across tumor grades and stages. Numbers within the colored circles represent the specific high IHC% for each biomarker. Only selected histone biomarkers with significantly different distributions (*p* < 0.05, as shown in Table 2) across at least two grades or stage subgroups are shown. (**B**) Bar plots illustrating the normalized high IHC% of selected histone biomarkers across tumor grades and stages. Normalization was performed using the lowest grade (Grade 2) and stage (N0 or T2) as references. Only histone biomarkers selected in (**A**) that demonstrated significant differences between molecular subtypes are displayed. SMYD2 was included as a control, showing no differential expression across subtype subgroups.

**Figure 6:**
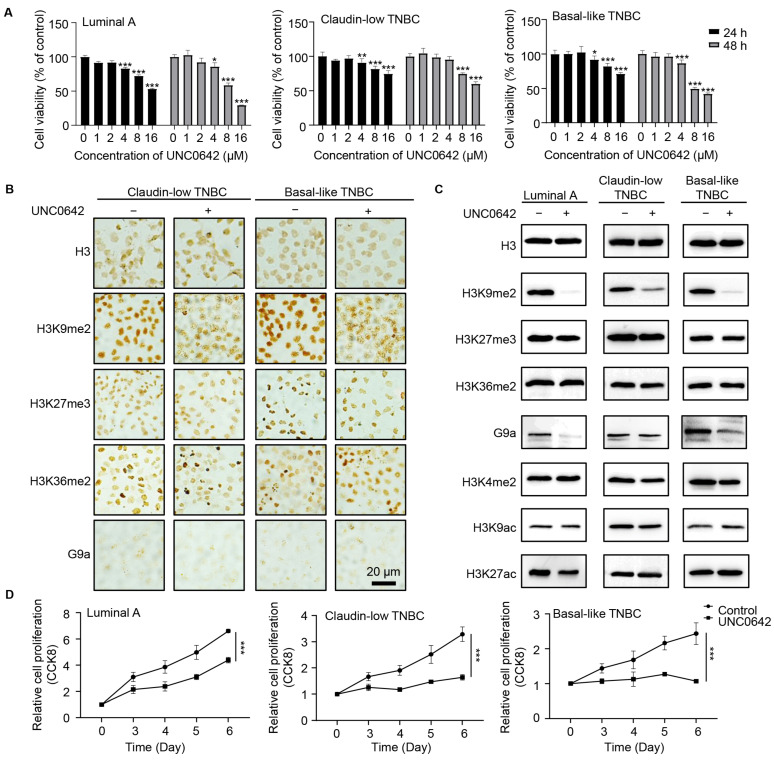
Cell proliferation is impaired in TNBC cell lines following G9a inhibition. (**A**) The cell viability of three breast cancer cell lines (MCF-7 as luminal A, MDA-MB-231 as claudin-low TNBC, and MDA-MB-468 as basal-like TNBC) under treatment using the small-molecule G9a inhibitor UNC0642 was assessed using the Cell Counting Kit-8 (CCK-8) assay to optimize the treatment conditions. (**B**,**C**) ICC staining (**B**) and Western blotting (**C**) were performed to assess the expression of H3K9me2 and other key histone modifications in three cell lines that were treated with UNC0642. (**D**) The cell proliferation of three breast cancer cell lines was assessed using CCK-8 assay. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 7:**
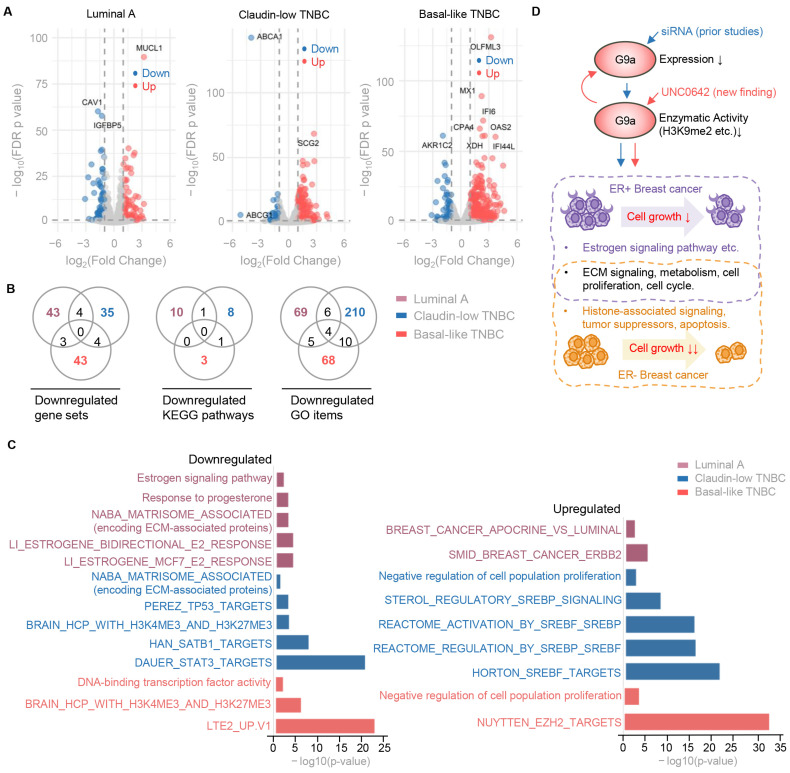
Transcriptomic analysis of BC cell lines treated with G9a inhibition. (**A**) Volcano plots showing differentially expressed genes (DEGs) in each cell line after inhibitor treatment, with up-regulated and down-regulated genes annotated by color. The *x*-axis represents log2 fold change, and the *y*-axis indicates −log10 FDR *p*-value. (**B**) Venn diagrams illustrating the overlap of significantly downregulated gene sets, Kyoto Encyclopedia of Genes (KEGG) pathways, and gene ontology (GO) items among the three cell lines, highlighting shared and cell-line-specific pathways affected by the inhibitor. (**C**) Bar plots of representative enriched KEGG pathways, GO items, and gene sets either down-regulated or up-regulated in BC cell lines as indicated. The *x*-axis represents the −log10 FDR *p*-value. (**D**) A working model illustrates the effects of G9a knockdown and inhibition in breast cancer cell lines, integrating findings from prior studies (blue arrows) and the current work (red arrows). Both siRNA-mediated knockdown and small-molecule inhibitor-mediated inhibition demonstrate how reducing G9a activity impairs cell growth in ER-positive (annotated in purple) and ER-negative (annotated in orange) breast cancer cell lines.

**Table 1:** Characteristics of cohort patients and classic BC biomarker features.

Characteristic Features		Discovery Cohort: All BC Cases (Specimen N = 196)	Discovery Cohort: TNBC Cases (Specimen N = 41)	Validation Cohort: TNBC Cases (Specimen N = 20)	*p* Value *
Mean age (year)		50.4 ± 11.0	49.2 ± 12.2	57.5 ± 12.5	0.017
Grade (%)	1–2	0 (0%)	0 (0%)	1 (5.0%)	0.654
	2	158 (80.6%)	23 (56.1%)	9 (45.0%)	
	2–3	16 (8.2%)	10 (24.4%)	6 (30.0%)	
	3	22 (11.2%)	8 (19.5%)	4 (20.0%)	
T stage (%)	T1	6 (3.0%)	0 (0%)	2 (10.0%)	0.052
	T2	94 (48.0%)	20 (48.8%)	13 (65.0%)	
	T3	58 (29.6%)	8 (19.5%)	3 (15.0%)	
	T4	38 (19.4%)	13 (31.7%)	2 (10.0%)	
N stage (%)	N0	67 (68.4%)	32 (78.0%)	17 (85.0%)	0.546
	N1	46 (23.4%)	5 (12.2%)	0 (0%)	
	N1–2	0 (0%)	0 (0%)	3 (15.0%)	
	N2	16 (8.2%)	4 (9.8%)	0 (0%)	
Tumor stage (%)	I	4 (2.0%)	0 (0%)	2 (10.0%)	0.083
	II	132 (67.3%)	26 (63.4%)	15 (75.0%)	
	III	60 (30.6%)	15 (36.6%)	3 (15.0%)	
ER (%)	Negative	78 (39.8%)	41 (100%)	20 (100%)	NA
	Positive	118 (60.2%)	0 (0%)	0 (0%)	
PR (%)	Negative	96 (49.0%)	41 (100%)	20 (100%)	NA
	Low (<20%)	18 (9.2%)	0 (0%)	0 (0%)	
	High (≥20%)	82 (41.8%)			
HER2 (%)	Negative	158 (80.6%)	41 (100%)	20 (100%)	NA
	Positive	38 (19.4%)	0 (0%)	0 (0%)	
Ki-67 (%)	Low (<14%)	106 (54.1%)	17 (41.5%)	1 (5.0%)	0.003
	High (≥14%)	90 (45.9%)	24 (58.5%)	19 (95.0%)	

* A *t*-test was used to compare the mean age values, while a chi-square test was applied to compare the distribution of TNBC cases across different characteristic groups between the discovery cohort (N = 41) and the validation cohort (N = 20).

**Table 2:** Comparison of histone biomarker levels across sample subgroups defined by patient characteristics.

	Statistical Significance of the Distributions (*p* Value *)							
	Grade	T Stage	N Stage	Tumor Stage	PR	Ki-67	Molecular Subtypes ^#^	TNBC ^##^
H3K4me2	0.009	0.068	0.001	0.073	0.619	0.000	0.014	0.374
H3K9me2	0.001	0.043	0.003	0.052	0.597	0.002	0.003	0.025
H3K9ac	0.368	0.321	0.094	0.359	0.192	0.002	0.235	0.387
H3K18ac	0.741	0.251	0.000	0.001	0.003	0.843	0.142	0.024
H3K27me3	0.422	0.939	0.046	0.421	0.099	0.620	0.978	0.919
H3K27ac	0.111	0.079	0.018	0.045	0.045	0.566	0.158	0.219
H3K36me2	0.077	0.431	0.094	0.406	0.473	0.006	0.022	0.010
H3K79me	0.012	0.002	0.072	0.007	0.001	0.159	0.160	0.029
H4K12ac	0.273	0.005	0.055	0.028	0.046	0.462	0.988	0.791
H4K16ac	0.545	0.328	0.787	0.367	0.020	0.906	0.111	0.036
H4K20me3	0.007	0.225	0.032	0.031	0.015	0.101	0.058	0.055
H4R3me2	0.001	0.000	0.001	0.000	0.96	0.386	0.896	0.880
DNMT1	0.005	0.037	0.898	0.042	0.592	0.003	0.047	0.879
G9a	0.001	0.185	0.000	0.421	0.989	0.649	0.057	0.110
EZH2	0.012	0.073	0.008	0.019	0.267	0.012	0.062	0.502
SMYD2	0.508	0.000	0.758	0.001	0.627	0.010	0.152	0.294
NSD1	0.048	0.141	0.028	0.190	0.160	0.001	0.043	0.481
LSD1	0.107	0.245	0.082	0.182	0.418	0.001	0.006	0.834
KDM3A	0.466	0.000	0.395	0.000	0.165	0.287	0.109	0.904

* Chi-square test comparing the distribution of high IHC% across sample subgroups defined by each characteristic provided in Table 1. Only selected characteristics that show statistically significant differences (*p* < 0.05) of at least one histone biomarker in the grouping of samples are presented here. ^#^ Comparison across four sample subgroups: Lumina A, Lumina B, HER2-enriched, and TNBC subtypes. ^##^ Comparison between TNBC and non-TNBC subgroups.

**Table 3:** Logistic regression analysis for histone biomarkers associated with individual molecular subtypes.

	Univariate Regression (*p* Value)				Multivariate Regression (*p* Value)			
	LuminalA	LuminalB	HER2-Enriched	TNBC	LuminalA	LuminalB	HER2-Enriched	TNBC
H3K4me2	0.003	0.016	0.833	0.375	0.002	0.160		
H3K9me2	0.160	0.001	0.861	0.027		0.039		0.012
H3K9ac	0.224	0.058	0.762	0.389				
H3K18ac	0.282	0.810	0.383	0.026				0.057
H3K27me3	0.933	0.781	0.701	0.919				
H3K27ac	0.530	0.630	0.052	0.221				
H3K36me2	0.01	0.474	0.784	0.012	0.016			0.013
H3K79me	0.284	0.861	0.380	0.033				0.001
H4K12ac	0.899	0.931	0.795	0.791				
H4K16ac	0.073	0.654	0.482	0.038				0.121
H4K20me3	0.014	0.812	0.318	0.057	0.000			
H4R3me2	0.951	0.590	0.519	0.880				
DNMT1	0.01	0.043	0.339	0.879	0.170	0.056		
G9a	0.519	0.281	0.367	0.013				0.191
EZH2	0.01	0.049	0.727	0.503	0.172	0.769		
SMYD2	0.170	0.048	0.502	0.295		0.017		
NSD1	0.015	0.02	0.685	0.482	0.394	0.409		
LSD1	0.006	0.002	0.645	0.834	0.186	0.015		
KDM3A	0.091	0.036	0.481	0.904		0.077		

**Table 4:** TNBC-specific histone biomarker signatures across subtypes and cohorts.

	H3K9me2	H3K36me2	H3K79me	G9a
#1: Discovery Luminal A (N = 79)	37 (46.8%)	31 (39.2%)	28 (35.4%)	9 (11.4%)
#2: Discovery TNBC (N = 41)	23 (56.1%)	28 (68.3%)	7 (17.1%)	8 (19.5%)
*p* value (#2 vs. #1) *	0.010	0.003	0.036	0.226
#3: Validation Cohort (N = 20)	15 (75.0%)	12 (60.0%)	6 (30.0%)	3 (15.0%)
*p* value (#3 vs. #1) *	0.024	0.094	0.647	0.659
*p* value (#3 vs. #2) *	0.153	0.522	0.247	0.667

* Chi-square test provided to compare the distribution of the high IHC% across sample subgroups as indicated.

## Data Availability

Raw and processed files of RNA sequences (FASTQ format) supporting the findings of this study were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under accession number GSE283819.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms26020770/s1.

# Supplementary material for: Immunohistochemical Profiling of Histone Modification Biomarkers Identifies Subtype-Specific Epigenetic Signatures and Potential Drug Targets in Breast Cancer
**Source:** Int J Mol Sci. 2025 Jan 17;26(2):770. doi: 10.3390/ijms26020770
**Supplement:** Supplementary file 1

Supplementary Figure S1. Two oncohistone mutations were assessed using immunohistochemical (IHC) staining in breast cancer (BC) tissues. The LOUCY cell line was used as a positive control for H3K36M and a negative control for H3K27M, while HPB-ALL served as a positive control for H3K27M and a negative control for H3K36M.

Supplementary Figure S2. Relative mRNA levels of ER α -responsive genes TFF1, PR, and GREB1 were measured by quantitative real-time PCR (qRT-PCR) in MCF-7 cells treated with estrogen for 3 and 6 h. The mRNA level was normalized to GAPDH and relative levels were calculated using 0 h as reference. Error bars indicate the mean $\pm$ SEM. of three replicates. Significant fold changes are indicated as follows: *, $p < 0.05$; **, $p < 0.01$; ***, $p < 0.001$ (Student's t-test).

Supplementary Figure S3. Immunocytochemical (ICC) staining images of additional histone biomarkers in MCF-7 cell lines without or with estrogen treatment.

Supplementary Figure S4. Venn diagrams illustrating the overlap of significantly regulated differently expressed gene (DEG), gene sets, Kyoto Encyclopedia of Genes (KEGG) pathways and Gene Ontology (GO) items among the three cell lines.

Table S1 List of reagents and supplies used in this study

Table S1a List of tissue sample codes used in this study

Table S1b List of cell lines used in this study

Table S1c List of reagents and kits used in this study

Table S1d List of antibodies used in this study

Table S1e List of PCR primers used in this study

Table S1f Background of histone biomarkers and the references

Table S2 DEG lists identified from breast cancer cell lines treated with G9a inhibition

Table S2a List of DEGs identified in MCF-7 cells, n=193

Table S2b List of DEGs identified in MDA-MB-231 cells, n=214

Table S2c List of DEGs identified in MDA-MB-468 cells, n=473

Table S3 Gene sets identified from breast cancer cell lines treated with G9a inhibition

Table S3a Regulated gene sets identified in MCF-7 cells ($p < 0.05$), n=100

Table S3b Regulated gene sets identified in MDA-MB-231 cells ($p < 0.05$),
n=93

Table S3c Regulated gene sets identified in MDA-MB-468 cells ($p < 0.05$),
n=100

Table S4 Pathways identified from breast cancer cell lines treated with G9a inhibition

Table S4a Regulated KEGG pathways identified in MCF-7 cells ($p < 0.05$),
n=19

Table S4b Regulated KEGG pathways identified in MDA-MB-231 cells ($p < 0.05$), n=38

Table S4c Regulated KEGG pathways identified in MDA-MB-468 cells ($p < 0.05$), $n=47$

Table S4d Regulated GO items identified in MCF-7 cells ($p < 0.05$), $n=156$

Table S4e Regulated GO items identified in MDA-MB-231 cells ($p < 0.05$), $n=353$

Table S4f Regulated GO items identified in MDA-MB-468 cells ($p < 0.05$), $n=418$

Table S5 Comparison between the present study and previously reported studies on G9a downregulation in breast cancer cell lines

How the deposited data were processed for this re-analysis (not part of the article)

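Messenger RNA of MCF-7, MDA-MB-231 and MDA-MB-468 cells was sequenced after 4 days with 2 µM UNC0642 or as control, with 3 libraries per line and condition and 18 in all. The paper's patient tissues and its staining, blotting, growth and PCR data have no counts in the deposited table and were left out. The authors prepared TruSeq libraries, sequenced them on an Illumina NovaSeq, aligned clean reads with STAR and tested them with DESeq2 at more than 2-fold and an FDR-adjusted p under 0.05. The submitters' processing notes name FastQC, cutadapt and featureCounts and the genome GRCh38, and the header of the table names featureCounts 2.0.0. The versions of STAR, cutadapt, FastQC and DESeq2 are not given in the sources used here. featureCounts counted fragment pairs over the exons of each RefSeq gene symbol, from primary alignments with a mapping quality of 10 or more, without regard to strand (setting 0) and without reads that map to several places or overlap several genes. The table holds raw counts of 29194 genes, 0 of them mitochondrially encoded. All per-sample columns were used, and 103 symbols lie on several chromosomes in it. Depth per group is given with the first results, and the precision of each log2 fold change is given by its standard error.

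Counts were analyzed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. In each line, genes were kept by filterByExpr at a minimum count of 10, scaled by TMM and tested by the quasi-likelihood F-test between the 3 UNC0642 and the 3 control libraries. P-values were adjusted by Benjamini-Hochberg. The thresholds were an adjusted p of 0.05 and, for counts of changed genes, an absolute log2 fold change of 1. The standard error is the absolute log2 fold change divided by the square root of F. Differences in response between lines were tested as interactions in 1 fit of all 18 libraries over 16690 genes. The camera tests of these differences were added after the results within the lines had been seen. Counts were simulated from the means and dispersions of these data, with genes drawn independently and known changes added. At an adjusted p under 0.05 alone, edgeR recovered 95.5% of 2-fold changes in MCF-7, 80.6% in MDA-MB-231 and 88.1% in MDA-MB-468. It recovered 73.1%, 47.8% and 35.8% of 1.5-fold changes. The share of false calls was 5.3%, 7.4% and 7.1%. The simulation lacks the spread along GC content that real libraries of a group share, so these shares may not hold for the real data. Of 2-fold differences between lines, 61.2% were recovered between MDA-MB-231 and MCF-7 and 74.6% between MDA-MB-468 and MDA-MB-231.

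The members of the 30 gene lists were written from textbook knowledge, after Tables S2 to S4 had been read. The themes of 21 lists came from the paper's claims, the treatment or checks of the samples. Some of these claims rest on the same samples, and lists taken from such claims are not independent evidence. The themes of 9 lists came from Tables S2 to S4, which describe the same samples, so these 9 are not independent evidence. They are the lists on cholesterol, LXR, interferon, squamous, MHC class II, pregnancy-specific, NRF2, ERK and apocrine genes. The 30 lists were estrogen-induced genes, cholesterol biosynthesis and SREBP2 targets, fatty acid synthesis and SREBP1 targets, LXR targets, interferon-stimulated genes, p53 targets, STAT3 targets, proliferation and cell cycle genes, cell cycle inhibitors, extracellular matrix genes, mesenchymal genes, epithelial genes, squamous and keratinization genes, pro-apoptotic genes and anti-apoptotic genes. The others were MHC class II genes, pregnancy-specific glycoproteins, germline and cancer-testis genes, NRF2 targets, ATF4 and unfolded protein response genes, ERK-responsive genes, apocrine and androgen-response genes, lysosome genes, the histone and DNA methylation enzymes of the study, markers of immune cells, fibroblasts and endothelium, and identity markers of the 3 lines. The 23 lists with 5 or more measured members in every line were tested with camera at a preset inter-gene correlation of 0.01 and adjusted over these 23. The other 7 lists are given as counts. Named genes follow a rule with 4 parts. The first names, in each line, the 10 largest positive and the 10 largest negative log2 fold changes among changed genes whose treated libraries all lie on one side of the controls and whose mean log2 CPM is 1 or more. The second names every gene that the paper names in its text or labels in Figure 7A. The third names up to 4 measured members with the smallest p of each list and line. The fourth names the genes that Table S4 gives for the terms shown in Figure 7C. Tables S2 to S4 had been read before the rule was written. The text gives those genes of the rule that bear on each statement.

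The alternatives were no low-count filter, a minimum count of 50, no fold threshold, relative log expression size factors, the replicate number as a block, each library left out, 1 joint fit of 18 libraries, DESeq2 with the Wald test, and, for lists, camera with the inter-gene correlation estimated from the data and the self-contained test fry. A correction for GC content was added after seeing the data. It subtracted from each library a lowess trend (span 0.3) of its log ratio along the GC content of genes with a mean count of 10 or more, with GC content from GENCODE v29 for 25469 genes (87.2%). Groups of 3 libraries are too small for a test of single deviating libraries. The within-line results were compared with the other splits of the 6 libraries, and the differences between lines with 100 splits drawn with a fixed seed.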

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

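The tests chosen only after the result was seen were the camera tests of differences between lines, the correlation of the spread between libraries with GC content, and the GC correction.

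The response to UNC0642 differed between lines by the edgeR interaction test. It differed for 228 genes between MDA-MB-231 and MCF-7, for 397 between MDA-MB-468 and MCF-7 and for 486 between MDA-MB-468 and MDA-MB-231. The real grouping was 1 of 100 splits to reach each of these counts, and the highest other splits gave 0, 0 and 89 genes. Every other split mixed treated and control libraries within each line. The response to UNC0642 then adds to the spread within the mixed groups, which can lower these counts. The splits therefore stand neither for no response nor for equal responses, and they cannot decide whether the responses differ. Within the lines, 228, 207 and 493 genes changed in MCF-7, MDA-MB-231 and MDA-MB-468, and the highest other split gave 0 in each. Those splits mixed treated and control libraries as well, so the values of 0 say little. Besides, 10 splits are too few for a share under 0.05.

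Lists with opposite directions in 2 lines, each passing the camera test, were picked out together with their test of the difference. Between MDA-MB-231 and MCF-7 this was extracellular matrix genes (camera adjusted p = 0.000207, and 0.204 with the estimated correlation). Between MDA-MB-468 and MCF-7 these were the cholesterol list (1.6e-47), fatty acid synthesis (3.3e-09), extracellular matrix genes (4.37e-09), squamous genes (7.32e-09), NRF2 targets (1.65e-14) and ERK-responsive genes (2.42e-19). Between MDA-MB-468 and MDA-MB-231 these were the cholesterol list (6.2e-161), fatty acid synthesis (3.04e-16), interferon-stimulated genes (1.95e-128), STAT3 targets (2.71e-06) and ERK-responsive genes (1.78e-21). With the estimated correlation these differences kept their pass except the first. Within the lines, the estimated correlation ended the passes of extracellular matrix genes in MCF-7, MDA-MB-231 and MDA-MB-468 (0.0852, 0.598 and 0.236), squamous genes in MCF-7 and MDA-MB-468 (0.371 and 0.151) and fatty acid synthesis in both (0.0647 and 0.123). It also ended those of NRF2 targets in MDA-MB-468 (0.123) and, in MDA-MB-231 and MDA-MB-468, of STAT3 targets (0.511 and 0.269) and ERK-responsive genes (0.347 and 0.0816).

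Some lists outside the paper's discussion rose above the control libraries. Apart from the identity markers, their themes came from the paper's tables, so they are not independent evidence. In MCF-7 these were 10 apocrine and androgen-response genes and 13 NRF2 targets, and in MDA-MB-231 they were 8 MHC class II genes and 7 pregnancy-specific glycoproteins. In MDA-MB-468 they were 39 interferon-stimulated genes, 13 squamous and keratinization genes, 12 ERK-responsive genes, 7 pregnancy-specific glycoproteins and 5 identity markers of MDA-MB-231.

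Interferon-stimulated genes were higher in MDA-MB-468. After correction for GC content their median log2 fold change was 1.34, which argues against GC bias between libraries, and with any of the 6 libraries left out the highest camera adjusted p was 5.79e-97, which argues against 1 deviating library. The highest level of PTPRC, which all leukocytes express, CD3E and CD19 in a treated library was 0.241 CPM, which argues against RNA of immune cells, although 3 of 4 measured immune cell markers rose, ITGAM to 1.07 CPM, CD68 from 4.35 to 12.3 CPM and CSF1R from 14.7 to 31.7 CPM. The bound set beforehand had included CD14, which was wrong because the control cells of this line already express it at 328 CPM, and it fell. The larger camera adjusted p of the difference against both other lines was 1.74e-74, consistent with a response to UNC0642 that differs by cell line, a hypothesis found and tested on the same data.

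Cholesterol synthesis genes were higher in MDA-MB-231 and lower in MDA-MB-468. After correction for GC content the median difference between the lines was -1.91, against -1.851 without it, and the highest camera adjusted p with 1 library left out was 1.07e-21, which argue against GC bias and against 1 deviating library. The LXR targets differed between the lines in the opposite sense (camera adjusted p = 5.4e-15). Sterol content that moves in opposite directions would give this, but it was not measured. The idea was found and tested on the same data. In MCF-7 the cholesterol list and the LXR targets both had positive medians (0.272 and 0.224), and the LXR list did not pass there (camera adjusted p = 0.0591). In MDA-MB-468 the LXR list itself did not pass, with 2 of 8 members higher (2, and 1 lower, when adjusted over the list alone) and a camera adjusted p of 0.463, while ABCG1 rose by 1.08 (0.13) on the log2 scale.

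Libraries of the same group differed along 1 leading axis that held 74.3% of the within-group variance. Across 8318 genes the axis followed GC content (Spearman rho = 0.91), consistent with GC bias between libraries, and the GC trend removed 57.2% of the within-group variance. Gene length, at a rho of -0.16 with GC content held constant, stayed under the bound set for it. The proliferation list lay at percentile 3.44 of 10000 random lists, within the middle 95% but near its edge, so a part of the growth state of the cultures stays open.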

How the results depend on the processing

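The GC correction was the test chosen only after the result was seen. Of the leading results, relative log expression size factors and the replicate block changed none, and DESeq2 changed none of the 11 it covers. With the block the counts up and down were 126 and 117, 118 and 22, and 440 and 92 in MCF-7, MDA-MB-231 and MDA-MB-468, but libraries of the same number did not pair (correlations of 0.11, 0.06 and -0.07 in MCF-7, -0.73, 0.12 and -0.76 in MDA-MB-231 and -0.03, 0.02 and 0.71 in MDA-MB-468). A minimum count of 50, which tests fewer genes, gave 60 up and 60 down in MCF-7, 110 up in MDA-MB-231 and 249 up and 50 down in MDA-MB-468. It gave 0.0893 for STAT3 targets in MDA-MB-231 and 0.134 for extracellular matrix genes in MDA-MB-231, and it reversed germline and cancer-testis genes in MDA-MB-468 (0.66). No fold threshold, which by construction adds genes, gave 563 and 556, 376 and 205, and 859 and 420. Genes up in all 3 lines numbered 6 without the low-count filter and 7 in the joint fit. The estimated correlation ended the calls of proliferation and cell cycle genes in MCF-7 (0.134), of extracellular matrix genes in MCF-7 (0.0852), MDA-MB-231 (0.598) and MDA-MB-468 (0.236), and of STAT3 targets in MDA-MB-231 (0.511). Fry gave 0.0756 for STAT3 targets in MDA-MB-231 and 0.185 for extracellular matrix genes in MDA-MB-231, and the GC correction 0.478 for the latter, whose median went from 0.102 to 0.091. Of the 58 other lists and lines, fry gave 12 stronger and 1 weaker and the estimated correlation 14 weaker. Leaving out 1 library gave 71 to 138 genes down in MCF-7, 109 to 196 up and 17 to 46 down in MDA-MB-231, and adjusted p of 0.0148 to 0.389 for estrogen-induced genes in MCF-7, 0.00141 to 0.126 for STAT3 targets in MDA-MB-231 and 0.00424 to 0.739 for extracellular matrix genes in MDA-MB-231. Beyond these constructions, the cause was not tested. Of 449 named genes and lines, 445 kept their call with relative log expression size factors, 434 with DESeq2, 432 without the low-count filter, 420 with the block and 409 in the joint fit (20 weaker, 20 stronger). A minimum count of 50 kept 385 and weakened 5, and the GC correction kept 379 with 67 stronger and 3 moved. With 1 library left out, 2358 calls were the same, 248 weaker, 48 stronger and 40 moved. Simulated 1.5-fold changes were recovered at 73.1%, 47.8% and 35.8% in the 3 lines, an order that does not follow depth.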

Differences from the paper's values

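No test in this part was chosen only after the result was seen, apart from the GC correction. In the edgeR analysis at the paper's thresholds, no count or ratio was more than 1.5 times the paper's or the reverse, and no log2 fold change compared was further from the paper's than its standard error. At the paper's thresholds the paper's counts up and down are 102 and 91 in MCF-7, 179 and 35 in MDA-MB-231 and 389 and 84 in MDA-MB-468, against 121 and 107, 174 and 33, and 406 and 87 by edgeR and 92 and 80, 171 and 33, and 424 and 81 by DESeq2. Of the paper's 193, 214 and 473 genes, 189, 212 and 461 were tested here, all with the same direction, and 187, 200 and 446 were also called. A further 41, 7 and 47 genes were called here only. Under some alternatives the counts moved more than 1.5 times from the paper's. Without the low-count filter 170 genes were up in MCF-7. A minimum count of 50 gave 60 up and 60 down in MCF-7, 110 up in MDA-MB-231 and 249 up and 50 down in MDA-MB-468. The replicate block gave 118 up and 22 down in MDA-MB-231. Without UNC0642 replicate 1, 138 genes were down in MCF-7 and 23 in MDA-MB-231. MDA-MB-231 had 109 up and 17 down without UNC0642 replicate 2 and 111 up without control replicate 2. Without the fold threshold, which the paper applied, every count moved, and the ratios were 1.83 in MDA-MB-231 and 2.05 in MDA-MB-468 against the paper's 5.11 and 4.63. The log2 fold change of MUCL1 in MCF-7, 3.21 in the paper, was 3.03 without control replicate 1 and 3.42 without control replicate 2.

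Some statements of the paper's text are set here beside the values. The paper's results name TP53, STAT3 and SATB1 as lower in MDA-MB-231, and its discussion speaks of the targets of SATB1 and TP53. The transcripts of TP53, STAT3 and SATB1 had log2 fold changes of 0.05 (0.09), 0.05 (0.07) and -0.05 (0.12), with no pass in edgeR, and targets of SATB1 were not tested. The p53 targets did not pass there (camera adjusted p = 0.869), while the STAT3 targets were lower at 0.0457 with 1 of 19 members passing. STAT3 targets in MDA-MB-231 lost that call with the estimated correlation (0.511), by fry (0.0756), at a minimum count of 50 (0.0893) and without UNC0642 replicate 3 (0.09), control replicate 2 (0.0574) or control replicate 3 (0.126). The gene sets behind that statement are the paper's, and the lists used here are others. The paper names SREBF as higher in MDA-MB-231, and SREBF2 and the cholesterol list were higher. SREBF1 in MDA-MB-231 was lower at 0.0366, and gave 0.0503 at a minimum count of 50 and 0.0871, 0.184, 0.138 and 0.165 without UNC0642 replicates 1, 2 and 3 and control replicate 2. The paper extends higher oncogene targets to TNBC. In MDA-MB-468 the cholesterol list was lower (camera adjusted p = 2.83e-25). This list covers cholesterol synthesis and SREBP2 targets only, and the paper's oncogene target sets were not tested. The paper states that extracellular matrix sets fall in ER-positive and ER-negative cells. The list of matrix genes used here is not one of its sets. This list was lower in MCF-7 (camera adjusted p = 1.73e-05) and higher in MDA-MB-468 (9.65e-10). In MDA-MB-231 it was higher at 0.022 with 9 members up and 6 down. With the estimated correlation these calls were lost (0.0852, 0.236 and 0.598). Extracellular matrix genes in MDA-MB-231 also lost theirs by fry (0.185), at a minimum count of 50 (0.134), without UNC0642 replicate 1 (0.0751), without control replicate 1 (0.739) and with the GC correction (0.478), under which the median stayed near its value, at 0.091 against 0.102. The paper states that proliferation pathways fall in ER-positive and ER-negative cells. The proliferation list used here is not one of its sets. It was lower in MCF-7 (0.00566, and 0.134 with the estimated correlation) and did not pass in MDA-MB-231 (0.423) or MDA-MB-468 (0.463). The paper states that estrogen-responsive sets fall in MCF-7. The list of estrogen-induced genes used here is not one of its sets and did not pass (camera adjusted p = 0.135, and 0.0148 for estrogen-induced genes in MCF-7 without UNC0642 replicate 1), with 10 members lower and 6 higher. The 4 genes of Table S4 for Estrogen signaling pathway were lower, but the study chose them on the same samples, so they are not independent evidence. The paper's discussion states, from its Western blot, that the inhibitor lowers G9a expression at the level of transcription. That blot measured protein at an earlier time than the 4 days used here. The paper reports lower G9a protein in MDA-MB-468. The RNA values here do not test that protein change. EHMT2, which encodes G9a, had log2 fold changes of -0.12 (0.07), -0.10 (0.14) and -0.21 (0.13) in MCF-7, MDA-MB-231 and MDA-MB-468, with edgeR adjusted p of 0.373, 0.755 and 0.432. With the GC correction, chosen after seeing the values, EHMT2 in MDA-MB-231 passed at -0.17 (0.0453) and EHMT2 in MDA-MB-468 at -0.19 (0.00656).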

Other observations

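The comparison with genes of the other lines, the ratios of low counts and the GC correction were chosen only after the results were seen. MHC class II genes, which present antigen, rose in MDA-MB-231, where 8 of 11 measured members rose by edgeR (9 when adjusted over the list alone), 6 of them by more than 2-fold, with a median log2 fold change of 1.109. HLA-DRA rose from 28.9 ± 1.58 to 62.4 ± 1.11 CPM (SD, n = 3), a log2 fold change of 1.11 (0.09), and HLA-DPB1 rose by 1.58 (0.15). In MCF-7, 2 of 7 rose and 1 fell (2 and 1 when adjusted over the list alone), and in MDA-MB-468, 2 of 4 rose (2 when adjusted over the list alone). Pregnancy-specific glycoproteins, a family of placental genes, rose for 7 of 9 in MDA-MB-231 (9 when adjusted over the list alone, median 1.805), for 7 of 7 in MDA-MB-468 (7 when adjusted over the list alone, median 2.29) and for the 1 measured in MCF-7 (1.612). PSG1 rose by 2.01 (0.10) in MDA-MB-231 and by 2.78 (0.19) in MDA-MB-468. Reads that map to several of these paralogs were not counted, and whether reads were assigned to the wrong paralog was not tested. The themes of these 2 lists came from the paper's tables on the same samples, so they are not independent evidence. Of 11 germline and cancer-testis genes in MDA-MB-468, 2 rose (3 when adjusted over the list alone, camera adjusted p = 0.00954, and 0.134 with the estimated correlation), with a median of 0.079. At a minimum count of 50 the direction of germline and cancer-testis genes in MDA-MB-468 turned, with an adjusted p of 0.66. The antigen genes MAGEA1 and MAGEC2 had 129 and 146 fragments over the treated libraries and 3 and 4 over the controls, ratios of 43.5 (exact 95% interval 14.6 to 214) and 36.9 (14.1 to 137). These intervals pool 3 libraries and cover counting error only. In MCF-7 and MDA-MB-231 no member passed by edgeR or DESeq2, with 0 and 1 higher at an unadjusted p under 0.05 (camera adjusted p = 0.871 and 0.869).

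The cholesterol list also rose in MCF-7, for 11 of 24 (16 when adjusted over the list alone, median 0.272), with SQLE at 0.44 (0.06). Its camera adjusted p there was 2.23e-10, and 0.0151 with the estimated correlation. Fatty acid synthesis rose there for 6 of 12 (7, and 3 lower, when adjusted over the list alone, 0.000253, and 0.0647 with the estimated correlation), with SCD at 0.73 (0.06). Of 9 LXR targets, 1 rose in MCF-7 (1 when adjusted over the list alone, 0.0591), and LXR targets in MCF-7 gave 0.0409 without control replicate 1. Lysosome genes rose in MCF-7 for 9 of 28 (15 when adjusted over the list alone, median 0.203, camera adjusted p = 3.65e-09, and 0.156 with the estimated correlation), with the sterol carrier gene NPC2 at 0.58 (0.07). In MDA-MB-231, 3 of 31 rose (5, 0.0652), and in MDA-MB-468, 3 of 30 rose and 1 fell (9 and 1, 0.00216, and 0.289 with the estimated correlation). Of the ATF4 and unfolded protein response genes, 5 of 24 rose in MCF-7 (5 when adjusted over the list alone, camera adjusted p = 0.00136, and 0.196 with the estimated correlation), with the stress transcription factor gene DDIT3 at 0.81 (0.13). In MDA-MB-231, 1 of 25 rose (1, 0.329), and in MDA-MB-468, 5 of 25 rose (6, and 1 lower, 0.119). Of 19 STAT3 targets in MCF-7, 2 rose and 2 fell (2 and 2 when adjusted over the list alone, 0.330). TP53 in MCF-7 was lower by 0.24 (0.06, edgeR adjusted p = 0.0223), with 0.124 in the joint fit and 0.155, 0.128, 0.111 and 0.197 without UNC0642 replicate 2 and control replicates 1, 2 and 3. SATB1 in MCF-7 was lower by 1.32 (0.31, edgeR adjusted p = 0.0162), with 0.101, 0.0906 and 0.0609 without UNC0642 replicate 2 and control replicates 2 and 3. Of the 16 measured histone and DNA methylation enzymes of the study, none passed in any line by edgeR or DESeq2, with 1 lower in MCF-7, 0 in MDA-MB-231 and 1 lower in MDA-MB-468 at an unadjusted p under 0.05.

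In MDA-MB-468, 3 of 4 immune cell markers rose and 1 fell (3 and 1 when adjusted over the list alone), with ITGAM, CSF1R and CD68 at 2.66, 1.11 and 1.49 and CD14 at -0.75 on the log2 scale. Of 3 fibroblast markers 1 rose there (FAP at 2.22), with 1 higher and 1 lower when adjusted over the list alone, and of 2 endothelial markers 1 fell (KDR at -1.38), with 1 higher and 1 lower when adjusted over the list alone. In MCF-7, 1 immune, 2 fibroblast and 2 endothelial markers were measured and none passed by edgeR or DESeq2 or at an unadjusted p under 0.05. In MDA-MB-231, 3, 4 and 2 were measured and none passed by edgeR or DESeq2, with 1 immune marker lower when adjusted over the list alone and 2 immune markers lower and 1 fibroblast marker higher at an unadjusted p under 0.05. All 5 measured identity markers of MDA-MB-231 rose in MDA-MB-468 (5 when adjusted over the list alone, median 0.498), with VIM at 0.50, CAV1 at 0.53, CD44 at 0.43 and AXL among them. VIM in MDA-MB-468 gave an adjusted p of 0.0645, 0.144, 0.119 and 0.165 without UNC0642 replicate 2 and control replicates 1, 2 and 3, CAV1 in MDA-MB-468 gave 0.0806 and 0.0763 and CD44 in MDA-MB-468 gave 0.0531 and 0.0546 without control replicates 1 and 2. The 38 genes above 100 CPM in MDA-MB-231 controls and under 1 CPM in MDA-MB-468 controls summed to 12.8 CPM in treated MDA-MB-468, 0.162% of their level in MDA-MB-231, against 5.8 CPM (0.0732%) in its controls. The same share for the other 5 pairs of lines was 0.066% to 0.129% in treated and 0.0428% to 0.105% in control libraries. The genes were chosen for low levels in the controls, which by itself favors higher sums in treated libraries, so the direction is not evidence. In MCF-7, 2 of 3 identity markers of MDA-MB-231 fell (2 when adjusted over the list alone), and of 6 measured in MDA-MB-231 none passed by edgeR, when adjusted over the list alone or by DESeq2, with 1 higher at an unadjusted p under 0.05. Of the identity markers of MCF-7, 3 of 7 fell and 1 rose in MCF-7 (3 and 1 when adjusted over the list alone, camera adjusted p = 0.0251, and 0.156 with the estimated correlation), and MCF-7 identity markers in MCF-7 gave 0.0621, 0.057, 0.0542 and 0.0522 without UNC0642 replicates 2 and 3 and control replicates 2 and 3 and 0.089 in the joint fit. Of these markers, 1 of 5 rose in MDA-MB-231 (2 when adjusted over the list alone), and 1 of 6 rose and 1 fell in MDA-MB-468 (1 and 1 when adjusted over the list alone). Of the identity markers of MDA-MB-468, 1 of 6 rose and 3 fell in MDA-MB-468 (1 and 4 when adjusted over the list alone), with EGFR at 0.26 and the lens chaperone gene CRYAB at -0.75, and 2 of 3 fell in MCF-7 (3 when adjusted over the list alone). The 2 measured in MDA-MB-231 did not pass by edgeR, by DESeq2 or at an unadjusted p under 0.05.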
